# BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1008563

**Published:** 2019-12-23

**Authors:** Zheng-Hui Hong, Tao Qing, Daniel Schubert, Julia Anna Kleinmanns, Jian-Xiang Liu

## Abstract

The unfolded protein response (UPR) is required for protein homeostasis in the endoplasmic reticulum (ER) when plants are challenged by adverse environmental conditions. Inositol-requiring enzyme 1 (IRE1), the bifunctional protein kinase / ribonuclease, is an important UPR regulator in plants mediating cytoplasmic splicing of the mRNA encoding the transcription factor bZIP60. This activates the UPR signaling pathway and regulates canonical UPR genes. However, how the protein activity of IRE1 is controlled during plant growth and development is largely unknown. In the present study, we demonstrate that the nuclear and Golgi-localized protein BLISTER (BLI) negatively controls the activity of IRE1A/IRE1B under normal growth condition in *Arabidopsis*. Loss-of-function mutation of *BLI* results in chronic up-regulation of a set of both canonical UPR genes and non-canonical UPR downstream genes, leading to cell death and growth retardation. Genetic analysis indicates that *BLI*-regulated vegetative growth phenotype is dependent on IRE1A/IRE1B but not their canonical splicing target *bZIP60*. Genetic complementation with mutation analysis suggests that the D570/K572 residues in the ATP-binding pocket and N780 residue in the RNase domain of IRE1A are required for the activation of canonical UPR gene expression, in contrast, the D570/K572 residues and D590 residue in the protein kinase domain of IRE1A are important for the induction of non-canonical UPR downstream genes in the *BLI* mutant background, which correlates with the shoot growth phenotype. Hence, our results reveal the important role of IRE1A in plant growth and development, and BLI negatively controls IRE1A’s function under normal growth condition in plants.

## Author summary

When unfolded or misfolded proteins are accumulated in the ER, a much conserved response, called the unfolded protein response (UPR), is elicited to lighten the load of unfolded proteins in the ER by bringing the protein-folding and degradation capacities into alignment with the protein folding demands. However, over-activation of the UPR pathways under normal growth conditions affects plant growth and development. The bifunctional protein kinase / ribonuclease protein IRE1 is important for UPR gene regulation, but how IRE1’ protein activity is tightly controlled in plants is currently unknown. Here we report that BLISTER (BLI) negatively controls the IRE1’s function under normal growth condition in *Arabidopsis*. Through genetic analysis, our results also provide novel insights into how the protein kinase domain and ribonuclease domain contribute to the function of IRE1A in downstream gene expression.

## Introduction

Protein folding in the ER is a fundamental process in eukaryotic cells. Protein folding demands on the secretory pathway escalate constantly during different developmental stages and environmental conditions while protein folding capacity is limited depending on ER chaperones, oxidoreductases, N-glycosylation etc. [1,2]. When protein folding demands exceed the protein folding capacity in the ER, unfolded or misfolded proteins accumulate, triggering the UPR pathway in order to recover protein homeostasis in the ER [3]. Like yeast and mammalian cells, plant cells are also equipped with a set of membrane-associated transcription factors for sensing/transducing ER stress signals, although the sequence similarities among these factors are modest [4–14]. These membrane-associated transcription factors are activated in a similar way to those in yeast and mammals. In Arabidopsis, both bZIP28 and bZIP60 are ER-membrane-associated basic Leucine Zipper (bZIP) transcription factors. Upon ER stress induced by chemicals or abiotic stresses such as heat stress, bZIP28 relocates from ER to Golgi, where it is subjected to proteolysis by Golgi-resident Site-2 Protease (S2P). This cleavage releases its cytoplasmic N-terminal region that contains a DNA-binding domain, a nuclear localization signal and a transcriptional activation domain for downstream stress responsive gene expression [4,15–20]. The activation of bZIP60 is distinct and requires unconventional splicing of bZIP60 mRNA executed by the ER-membrane-associated protein IRE1 containing a protein kinase domain and a ribonuclease (RNase) domain in its C-terminus. Under ER stress conditions, the activated IRE1 recognizes the double stem-loop structure on bZIP60 mRNA and splices out a 23-base nucleotides, which results in a reading frame shift and elimination of the transmembrane domain of encoded bZIP60 [10,14,21]. When the soluble form of bZIP60 enters the nucleus, it activates downstream ER stress responsive genes [8,22]. Beside specifically targeting *bZIP60* mRNA, IRE1 becomes more promiscuous under severe ER stress conditions, and attacks other mRNAs through a process called Regulated IRE1-Dependent Decay (RIDD), which is thought to be important for ER stress tolerance in *Arabidopsis* [23]. The UPR has paradoxical outputs, cytoprotective effects for protein homeostasis and cytotoxic effects to induce programmed cell death, depending on the intensity and duration of the stimulus that the organism, tissues or cells are receiving [1]. Over-activation of the UPR pathways affects plant growth and development. For example, constitutive over-expression of the activated form of bZIP28 in Arabidopsis induces UPR genes and results in delayed growth and development [4]. Recently, it was reported that mutation of the rice transcription factor SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE 6 (SPL6) causes up-regulation of IRE1 expression and persistent UPR, leading to cell death and apical panicle abortion in rice [24]. However, how IRE1 activity is controlled under normal growth conditions in plants is currently unknown.

In the current study, we found that BLISTER (BLI) negatively regulates IRE1A function in Arabidopsis. Mutation of *BLI* results in the activation of IRE1A and up-regulation of both canonical and non-canonical UPR genes under normal growth conditions, however, the IRE1-bZIP60 pathway is not responsible for the vegetative growth retardation phenotype in the *BLI* mutant plants. Further studies demonstrated that the residues D570/K572 and D590 in the protein kinase domain of IRE1A are important for non-canonical UPR gene expression and growth inhibition, while the D570/K572 residues and N780 residue of IRE1A are required for its ribonuclease activity to induce canonical UPR downstream genes. Together, these results demonstrated the important role of IRE1A in growth and development, and revealed BLI as a new negative regulator of IRE1 in Arabidopsis.

## Results

### Mutation of *BLI* results in up-regulation of UPR genes and growth retardation phenotype under normal growth conditions

Previously we identified a plant specific protein BLISTER (BLI), which interacts with the Polycomb-group (Pc-G) histone methyltransferase CURLY LEAF (CLF) and controls the expression of Pc-G target genes for cellular differentiation in *Arabidopsis thaliana* [25]. Mutations of *BLI* in two loss-of-function Arabidopsis mutant alleles (*bli-1* and *bli-11*) conferred growth retardation [26,27] and up-regulation of some canonical ER stress responsive genes under normal growth conditions, for examples, *BiP3*, *NSF*, *ERDJ3A*, *ERDJ3B* and *SARA1A* (S1A Fig). The spliced form of bZIP60 mRNA, encoding the activated nuclear form of bZIP60, was also dramatically up-regulated in both *bli-1* and *bli-11* mutant plants, while the unspliced bZIP60 mRNA was less up-regulated (S1A Fig), suggesting that bZIP60 is activated in the *BLI* mutant plants. However, the expression of neither *IRE1A* nor *IRE1B* is affected in the *BLI* mutant plants (S1A Fig). These results supports that UPR pathway is turned on when *BLI* is mutated in Arabidopsis, and BLI is a negative regulator of the ER stress response. Previously, we demonstrated that BLI-GFP was mainly observed in the nucleus with cytoplasmic signals in the transient expression system in tobacco (*N*. *benthamiana*) epidermal leaves [25]. Our previous analyses revealed that ER stress modulators, such as bZIP28, bZIP60, NAC062 and NAC089, localize to either ER membrane or plasma membrane in plants when they are inactive [4–7], so we re-checked the subcellular localization of BLI in stably transformed Arabidopsis plants. To do so, *BLI-GFP* was co-expressed with the ER marker *WAK2-RFP*, Golgi marker *SYP32-RFP* or the trans-Golgi/early endosome marker *VTI12-RFP*, or the nucleus marker *H2B-RFP* [28] in *Arabidopsis* plants. Confocal microscopy revealed that BLI-GFP not only localized to nucleus but also co-localized with SYP32-RFP but not with VTI12-RFP or WAK2-RFP in root cells (Fig 1A–1R). We conclude that BLI localizes to the Golgi and nucleus, and negatively regulates the expression of ER stress responsive genes in plants under normal growth condition.

**Fig 1:**
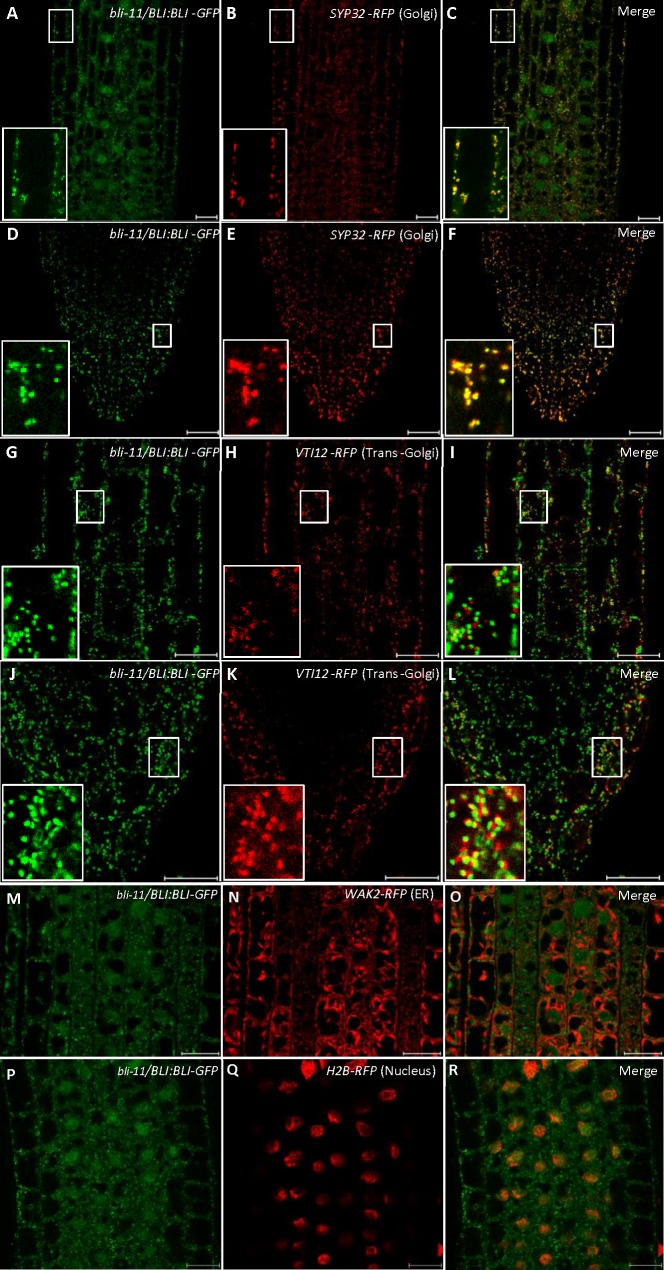
BLI protein localizes in Golgi and nucleus. **A-R**, Subcellular localization of BLI in *Arabidopsis bli-11* mutant plants. *BLI*:*BLI-GFP* was co-expressed with the Golgi marker *SYP32-RFP*, the trans-Golgi/early endosome marker *VTI12-RFP*, the ER marker *WAK2-RFP*, or the nucleus marker *H2B-RFP*. Root cells in the elongation zone (A-C, G-I, M-R) or meristematic zone (D-F, J-L) were observed under a confocal microscope and merged. Close-up pictures are shown in A-L. Scale bars are 20 μm.

### IRE1 Has UPR-independent roles in BLI-regulated plant growth and development

To investigate whether the growth phenotype of *BLI* mutant plants depends on ER stress response modulators, we crossed *bli* (*bli-1* hereafter) to either *bzip28* or *bzip60* and generated *bli bzip28* and *bli bzip60* double mutants. The *bzip28* and *bzip60* single mutants grew as normally as the WT (S2A and S2B Fig), and the expression of ER stress responsive genes such as *BiP3*, *ERDJ3A* and *SARA1A* in *bzip28* and *bzip60* single mutant seedlings was slightly changed (within one fold change) comparing to that in WT plants under normal growth conditions (S2C Fig). However, when crossed to the *bli* mutant, the *bli bzip28* double mutant resembled the *bli* single mutant phenotype in terms of shoot growth (Fig 2A) and silique length (Fig 2B). The *bli bzip60* double mutant also resembled the *bli* single mutant phenotype at the vegetative stage (Fig 2A), but the silique length in the *bli bzip60* double mutant was further reduced comparing to that in the *bli* single mutant (Fig 2B). These results suggest that the growth retardation phenotype of *bli* at the seedling stage does not depend on bZIP28 or bZIP60 alone. Further gene expression analysis showed that the expression of ER stress marker genes was not up-regulated in the *bli bzip60* double mutant seedlings, but still up-regulated in *bli bzip28* double mutant seedlings comparable to the inducing level in *bli* single mutant (Fig 2C). In our previous study, mutation of *bZIP28* reduces the up-regulation of *BiP3*, *ERDJ3A*, *ERDJ3B* and *SARA1* under ER stress condition [4]. *ERDJ3B* was considered as a bZIP28-specific downstream gene since knock-out *bZIP28* almost abolished the up-regulation of ERDJ3B during UPR in Arabidopsis [29]. However, the expression of *ERDJ3B* was only slightly up-regulated in *bli* mutant plants (Fig 2C and S1 Fig). The differences between *bli* and *bli bzip28* mutants in terms of up-regulation of *BiP3*, *NSF*, *ERDJ3A*, *SARA1* and *NAC103* were also very modest. Nevertheless, our results strongly suggest that bZIP60 is activated in *bli* mutant. As the up-regulation of the analyzed ER stress responsive genes in the *bli* mutant depends on bZIP60, and *bli bzip60* mutants are reminiscent of *bli* mutants at the seedling stage, it is likely that mis-expression of the analyzed ER stress genes does not contribute to the *bli* phenotype at seedling stage.

**Fig 2:**
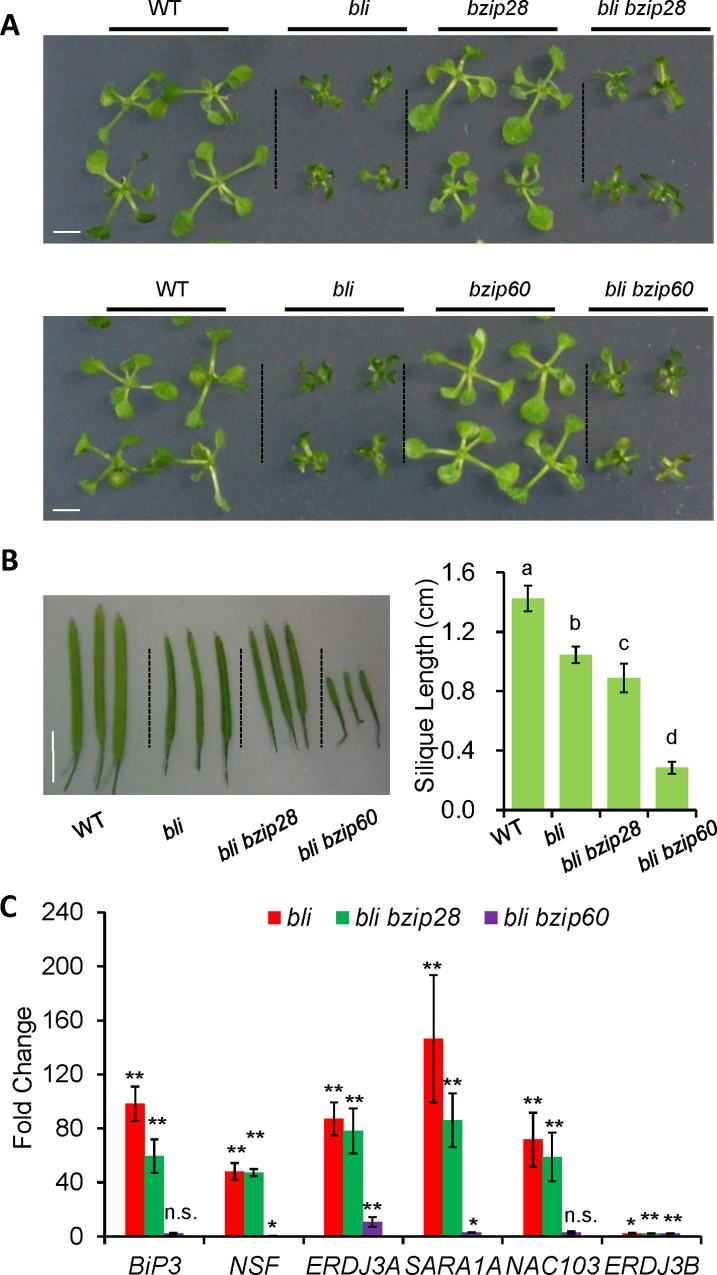
*bZIP60* mutation suppresses UPR gene expression but not shoot growth phenotype of *BLI* mutant plants. **A-B**, Phenotypic analysis. T-DNA mutant *bli* (*bli-1*) was crossed to either *bZIP28* mutant (*bzip28*) or *bZIP60* mutant (*bzip60*) to generate the respective double mutant plants. 2-week-old plant seedlings were photographed (A) and siliques lengths were measured later at reproductive stage (B). Error bars represent SD (n = 10). Letters above the bars in (B) indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 5 mm. **C**, UPR gene expression analysis. Total RNA was exacted from 2-week-old plants for qRT-PCR. Fold change is the gene expression level in the mutants normalized to that in the WT, both of which were normalized to the expression of *ACTIN*. Asterisks indicate significance levels when comparing to the WT control in *t*-test. (*, p<0.05; **, p<0.01; n.s., not significant at p<0.05).

bZIP60 is an Arabidopsis ER-membrane-associated transcription factor which is activated by ER-localized IRE1A/IRE1B through unconventional splicing during the ER stress response [5,10,14]. IRE1A/IRE1B contain both protein kinase domains and RNase domains at the cytoplasm-facing side. The RNase activity of IRE1B is required for ER stress tolerance, whereas both protein kinase and RNase activity are required for normal root growth [30]. To analyze the genetic interaction of BLI and IRE1A/IRE1B, we crossed *bli* to either *ire1a* or *ire1b* mutant to generate the *bli ire1a* and *bli ire1b* double mutants (S3 Fig). The *ire1a* and *ire1b* single mutants did not have obvious phenotypes when compared to the WT (S2A and S2B Fig), and mutation of neither *IRE1A* nor *IRE1B* altered the expression of ER stress responsive genes under normal growth conditions (S2C Fig). However, mutation of either *IRE1A* or *IRE1B* largely suppressed the *bli* mutant phenotype at seedling stage in terms of seedling size (Fig 3A), but not at reproductive stage in terms of silique length (Fig 3C and 3D). However, the leaves of *bli ire1a* and *bli ire1b* plants were thinner than that of the WT plants. Meanwhile, the root growth retardation phenotype in *bli* was not suppressed in *bli ire1a* and *bli ire1b* mutants under normal growth condition (S4 Fig). Therefore, the fresh weight of whole plants was only partially suppressed in the *bli ire1a* and *bli ire1b* mutant plants (Fig 3B). Loss of *BLI* function resulted in cell death, as revealed by Trypan Blue staining (Fig 3E), and ROS accumulation, as revealed by DAB staining (Fig 3F). Mutation of either *IRE1A* or *IRE1B* also suppressed cell death and ROS level in the *bli* mutant seedlings (Fig 3E and 3F). To investigate whether BLI is involved in the ER stress response, the sensitivity of WT plants, *bli*, *ire1a*, and *ire1b* single mutants, as well as *bli ire1a* and *bli ire1b* double mutants were checked. In the presence of tunicamycin (TM), an N-glycosylation inhibitor specifically inducing misfolded protein accumulation in ER, in the growth medium, the *bli-1* mutant plants were very sensitive to ER stress in terms of shoot growth, leaf chlorosis and root growth, when compared to the WT, which could be partially rescued in the *bli ire1a* and *bli ire1b* double mutant plants (S4 Fig), although the expression of *BLI* is not affected by TM treatment (S2C Fig). Unfortunately, we could not obtain *bli ire1a ire1b* triple mutant plants. Arrested embryos from the *ire1a ire1b bli+/-* self-crossing siliques were observed (S5 Fig), suggesting that *bli ire1a ire1b* triple mutant is lethal. Taken together, these results demonstrate that BLI has both IRE1 dependent and independent roles in growth and development in Arabidopsis.

**Fig 3:**
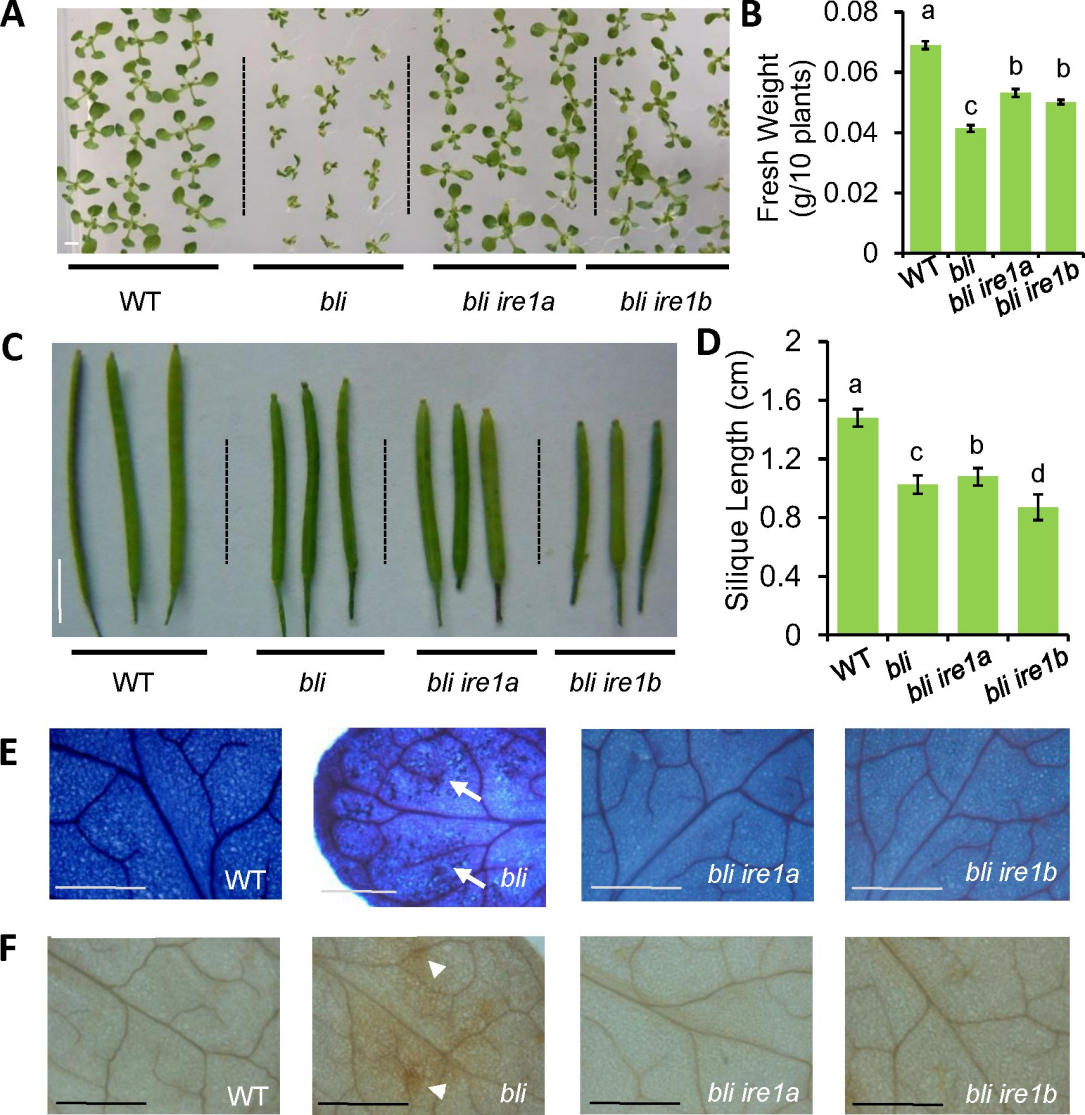
*IRE1* mutations suppress the shoot growth phenotype of *BLI* mutant plants. **A-D**, Phenotypic analysis. T-DNA mutant *bli* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. 2-weeks-old plants were photographed (A), weighted (B). Representative siliques were photographed (C) and siliques lengths were measurement at reproductive stage (D). Error bars represent SE (n = 3) in (B) and represent SD (n = 12) in (D). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p< 0.05). Bar = 5 mm. **E-F**, Cell death and ROS accumulation analysis. 2-weeks-old plants were stained with trypan blue (E) or DAB (F). Arrows and arrow heads point to sites of cell death and ROS accumulation, respectively. Bar = 1 mm.

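RNA-Seq was performed on seedlings of WT, the T-DNA insertion mutant *bli* and the double mutants *bli ire1a* and *bli ire1b*, with 3 libraries per genotype and 12 libraries in all. The methods give the age of the seedlings as 14 days, whereas the sample labels give 12 days. The authors removed low-quality reads, aligned the rest to the TAIR10 genome with TopHat and deposited the expression of 33557 genes in each library as FPKM (the fragments counted on a transcript, relative to its length and to the mapped fragments of the library). These values are already normalized for library size and transcript length and are not read counts, so the authors' differential expression program, which works on alignments, could not be rerun on them.
The paper's sequencing statistics list 43139960 to 73273118 sequences per WT library (median 65806580) and 37913350 to 69170248 per *bli* library (median 64745858). The *bli ire1a* libraries had 46089842 to 74192434 sequences (median 48598050) and the *bli ire1b* libraries 43831996 to 48728270 (median 45463184).
The mutated genes were examined first. *BLI* (AT3G23980) had 17.3 ± 0.435 FPKM in WT (SD, n = 3), 10.9 ± 0.915 in *bli*, 10.6 ± 2.49 in *bli ire1a* and 10.8 ± 1.04 in *bli ire1b*. Its FPKM was below every WT library in all 9 libraries with the *bli* insertion, and fragments of the gene were still counted there. *IRE1A* (AT2G17520) had 5.23 ± 0.677 FPKM in *bli ire1a* (SD, n = 3) against 15.5 ± 0.475 in WT, 23.3 ± 0.764 in *bli* and 22.2 ± 1.09 in *bli ire1b*. *IRE1B* (AT5G24360) had 4.91 ± 0.395 FPKM in *bli ire1b* (SD, n = 3) against 9.80 ± 0.682 in WT, 11.0 ± 0.338 in *bli* and 10.2 ± 0.673 in *bli ire1a*. Each gene was lowest in the genotypes that carry its mutation.
Fold changes were computed on log2(FPKM + 0.1) for the 20645 genes with a mean FPKM of at least 0.5 over the 12 libraries. All 4 genotypes entered a single limma model with 8 residual degrees of freedom. The added 0.1 understates the fold change of weakly expressed genes. On this scale *BLI* fell by 0.66 in *bli* against WT (standard error 0.14, adjusted p = 0.00394 from limma with Benjamini-Hochberg adjustment), *IRE1A* fell by 2.14 in *bli ire1a* against *bli* (standard error 0.09, adjusted p = 2.12e-07 from limma) and *IRE1B* fell by 1.15 in *bli ire1b* against *bli* (standard error 0.09, adjusted p = 0.000253 from limma).

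**Figure D1:**
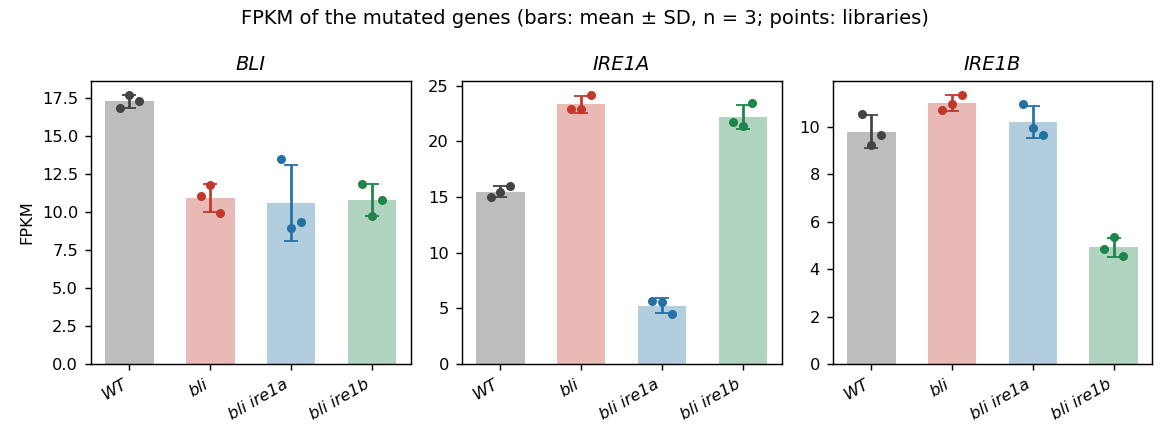
FPKM of *BLI*, *IRE1A* and *IRE1B* (y axes, from 0) in WT, *bli*, *bli ire1a* and *bli ire1b*. Points are single libraries, bars are means and error bars are SD (n = 3). *IRE1A* is at 4.45 to 5.68 FPKM in the *bli ire1a* libraries, and *IRE1B* is at 4.56 to 5.34 FPKM in the *bli ire1b* libraries, below all libraries of the other genotypes.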

To understand how IRE1 is involved in the *bli*-regulated shoot growth, we performed RNA-Seq analysis with WT, *bli*, *bli ire1a* and *bli ire1b* seedlings grown under normal growth conditions. Compared to the WT, 867 and 1113 genes were significantly up-regulated and down-regulated in the *bli* mutant, respectively (Fig 4A and S1C Fig). Among them, the expression of 359 up-regulated genes (i.e. 41.4%) and 599 down-regulated genes (i.e. 53.8%) was also affected by ER stress inducer tunicamycin (5 μg/ml, 12 hours) in WT plants (S1C Fig), further demonstrated that the canonical UPR pathway is activated in *bli* mutant seedlings. 

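With the paper's cutoffs (a fold change of at least 2 or at most 0.5, and unadjusted p of at most 0.05, here from limma), 908 genes were up-regulated and 1179 genes were down-regulated in *bli* relative to WT. At a Benjamini-Hochberg adjusted p of at most 0.05 with the same fold change, 857 genes were up-regulated and 1048 down-regulated. The count of down-regulated genes moved most when 1 instead of 0.1 was added to the FPKM before taking the logarithm, to 743 genes. More genes were down-regulated than up-regulated in each alternative except quantile normalization, where 1032 were up-regulated and 989 down-regulated. When each of the 12 libraries was left out in turn, 860 to 953 genes were up-regulated and 1048 to 1318 were down-regulated. Of the genes past the cutoffs in *bli*, 136 were listed at 0 FPKM in at least 1 of the 6 libraries compared, which can be a failed estimate, and the size of their change is uncertain.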

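In the same model, 311 genes were up-regulated and 306 down-regulated in *bli* but in neither double mutant. At a Benjamini-Hochberg adjusted p these were 309 and 276 genes. The count of down-regulated genes moved most with 1 added to the FPKM, to 163 genes, whereas the count of up-regulated genes moved most with no filter on low values, to 414 genes.
A gene past a cutoff in *bli* can miss it in a double mutant by chance alone. In 100 simulated pairs of groups with the same means and spread as *bli*, a median of 29 up-regulated genes (18 to 43) and 61 down-regulated genes (42 to 85) were lost in this way. The observed numbers were above every simulated one. Because the simulated groups take their means from *bli* libraries in which the genes had already passed the cutoffs, the simulation can understate this loss. In a test on simulated data without suppression, it did so for down-regulated genes, with 62 lost against a median of 52.5. It did not for up-regulated genes, with 25 lost against a median of 29.5.
The double mutants were then compared with *bli* directly. Of the 311 genes up-regulated only in *bli*, 106 were lower in *bli ire1a* than in *bli* past both cutoffs, 80 were lower in *bli ire1b*, and 49 of these were lower in both. The other 174 genes (55.9%) differed from *bli* past the cutoffs in neither double mutant. Of the 306 genes down-regulated only in *bli*, 112 were higher in *bli ire1a*, 46 in *bli ire1b* and 40 in both, and 188 (61.4%) in neither. The genes up-regulated only in *bli* kept a median of 36.4% of their log2 fold change in *bli ire1a* and 51.2% in *bli ire1b*. The genes down-regulated only in *bli* kept 31.4% and 59.8%. Both lists were chosen for missing the cutoffs in the double mutants, which by itself lowers these shares. No values without suppression were simulated for these lists, so their shares alone do not show suppression.
Over all genes up-regulated in *bli*, the median share of the log2 fold change that was kept was 49.3% in *bli ire1a* and 78.6% in *bli ire1b*. Over all genes down-regulated in *bli* it was 49.6% and 96.1%. Genes selected in *bli* keep less than their whole change in any second group, because part of the selection is chance. In 100 simulations without suppression, in which WT, *bli* and the other genotype were all drawn anew and the genes were selected in the drawn *bli*, this median was between 95.8% and 98.6% for up-regulated genes and between 93.2% and 96.6% for down-regulated genes. The share of down-regulated genes in *bli ire1b* lay within that range (90.6% without *bli* replicate 1), and the other shares were below it.

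**Figure D2:**
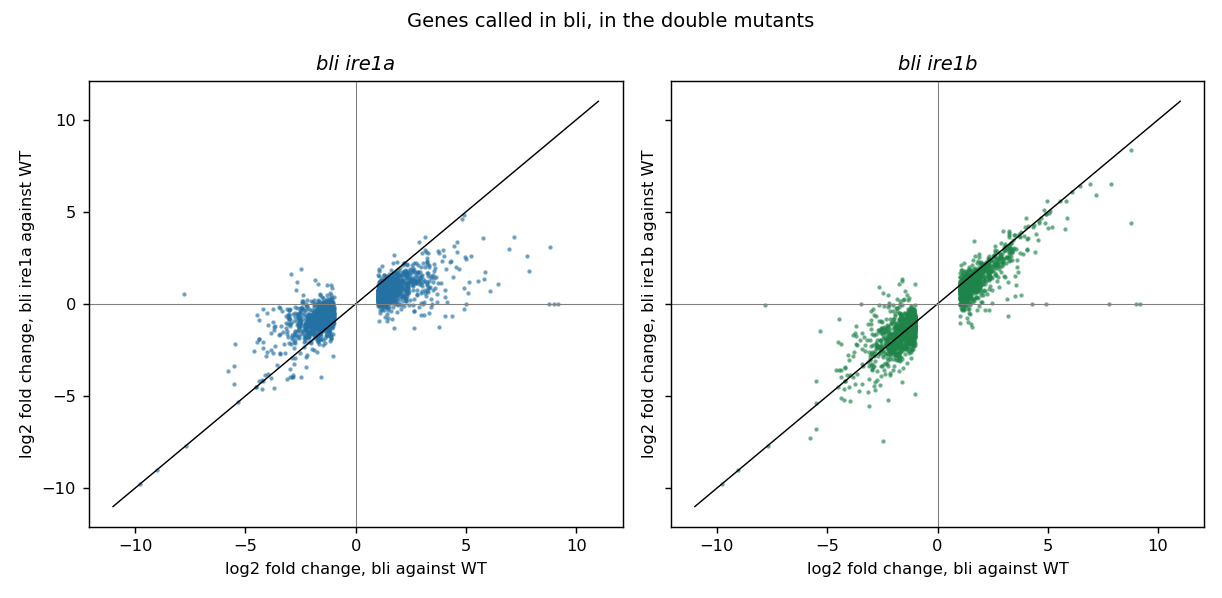
Log2 fold change against WT of the 2087 genes past the cutoffs in *bli*, in *bli* (x axes) and in *bli ire1a* (left) or *bli ire1b* (right, y axes). Each point is a gene and the diagonal marks an equal change in both genotypes. For 713 of the up-regulated and 1075 of the down-regulated genes, the share of the change that is kept is smaller in *bli ire1a* than in *bli ire1b*.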

Interestingly, 331 up-regulated genes and 251 down-regulated genes in the *bli* mutant were not mis-regulated in *bli ire1a* or *bli ire1b* seedlings (Fig 4A and S1 Dataset). 

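The genes of Fig. 4B were examined in the RNA-Seq data. Among the canonical UPR responsive genes, *BiP3* (AT1G09080) rose from 0.664 ± 0.626 FPKM in WT (SD, n = 3) to 72.8 ± 2.96 in *bli*, and was at 4.67 ± 0.652 in *bli ire1a* and 53.6 ± 3.62 in *bli ire1b*. *NSF* (AT4G21730) was at 3.11 ± 1.43 FPKM in WT, 140 ± 2.99 in *bli*, 6.92 ± 0.649 in *bli ire1a* and 144 ± 3.69 in *bli ire1b*. *ERDJ3A* (AT3G08970) was at 1.37 ± 0.303, 44.5 ± 2.35, 8.23 ± 0.248 and 42.4 ± 2.90 FPKM in WT, *bli*, *bli ire1a* and *bli ire1b*, and *NAC103* (AT5G64060) was at 0.688 ± 0.197, 43.0 ± 3.22, 1.91 ± 0.417 and 37.7 ± 3.2 FPKM in the same order. *bZIP60* (AT1G42990), for which spliced and unspliced transcripts are not separated in these values, was at 50.5 ± 14.2 FPKM in WT, 193 ± 12.8 in *bli*, 79.4 ± 8.84 in *bli ire1a* and 164 ± 11.4 in *bli ire1b*. *SARA1* (AT1G09180) was at 1.82 ± 1.03, 28.9 ± 4.85, 1.05 ± 0.341 and 13.1 ± 1.88 FPKM.
All 6 genes were higher in *bli* than in WT, by log2 fold changes from 1.98 for *bZIP60* to 6.93 for *BiP3* (adjusted p at most 1.36e-05 from limma with Benjamini-Hochberg adjustment). In *bli ire1a* all 6 were lower than in *bli*, by log2 fold changes from -1.29 for *bZIP60* to -4.68 for *SARA1* (adjusted p at most 0.000949 from limma), and lower than in *bli ire1b* (adjusted p at most 0.00368 from limma). *BiP3*, *NSF*, *ERDJ3A*, *NAC103* and *bZIP60* were still above WT in *bli ire1a* at adjusted p of at most 0.0237 from limma. Over the alternatives, adjusted p for these comparisons with WT ranged from 0.0174 to 0.120 for *bZIP60* and from 0.00110 to 0.0812 for *NSF*. The highest values were found when only the *bli ire1a* and WT libraries were fitted, and *bZIP60* was also above 0.05 without *bli ire1a* replicate 1 or 2.
In *bli ire1b* the log2 fold changes against *bli* were between -0.44 and 0.05 for these genes apart from *SARA1*, with adjusted p of at least 0.483 from limma. The adjusted p of *BiP3* ranged from 0.0277, when only the *bli ire1b* and *bli* libraries were fitted with limma, to 0.747. Its *bli* libraries, at 70.1 to 76.0 FPKM, lay above those of *bli ire1b*, at 51.4 to 57.8. The joint fit takes its spread from all genotypes, including WT, where *BiP3* varied widely on the log scale (0.152 to 1.36 FPKM). A lower *BiP3* in *bli ire1b* therefore stays open. *SARA1* was lower in *bli ire1b* than in *bli* by a log2 fold change of -1.14 (standard error 0.33, unadjusted p = 0.00580 and adjusted p = 0.0833 from limma). This passes the fold change and unadjusted p cutoffs, and its adjusted p ranged from 0.0248 to 0.222 over the alternatives.
*MRN1* (AT5G42600) was at 0.143 ± 0.0529 FPKM in WT (SD, n = 3), 2.62 ± 0.522 in *bli*, 0.351 ± 0.256 in *bli ire1a* and 0.603 ± 0.230 in *bli ire1b*, with a mean over all libraries below 1, so depth limits its precision. Its log2 fold change was 3.49 in *bli* against WT (standard error 0.47, adjusted p = 0.000217 from limma). Against *bli* it was -2.75 in *bli ire1a* (adjusted p = 0.00346 from limma) and -1.99 in *bli ire1b* (adjusted p = 0.0401 from limma). The adjusted p in *bli ire1b* was above 0.05 in 11 of 22 alternatives, up to 0.142 without *bli* replicate 1, while the direction was kept in each of them.
*LTP4* (AT5G59310) was at 0.424 ± 0.130 FPKM in WT (SD, n = 3), 77.4 ± 30.5 in *bli*, 6.73 ± 3.29 in *bli ire1a* and 36.1 ± 22.3 in *bli ire1b*. Its log2 fold change in *bli* against WT was 7.17 (standard error 0.48, adjusted p = 2.07e-06 from limma). Against *bli* it was -3.54 in *bli ire1a* (adjusted p = 0.000853 from limma) and -1.24 in *bli ire1b* (unadjusted p = 0.0247 and adjusted p = 0.169 from limma). The *bli ire1b* libraries had 15.2, 33.6 and 59.6 FPKM, and the highest of these was above the lowest *bli* library at 56.8 FPKM. Relative to WT, *LTP4* remained up-regulated in both double mutants, by log2 fold changes of 3.63 in *bli ire1a* (adjusted p = 0.000990 from limma) and 5.94 in *bli ire1b* (adjusted p = 6.72e-06 from limma).
With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give p below 0.1. From the expression of the canonical and non-canonical genes in the double mutants, the paper proposes that the RNase activity of IRE1A is more activated than that of IRE1B in *bli*, or that the activity of IRE1B depends on IRE1A there.

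**Figure D3:**
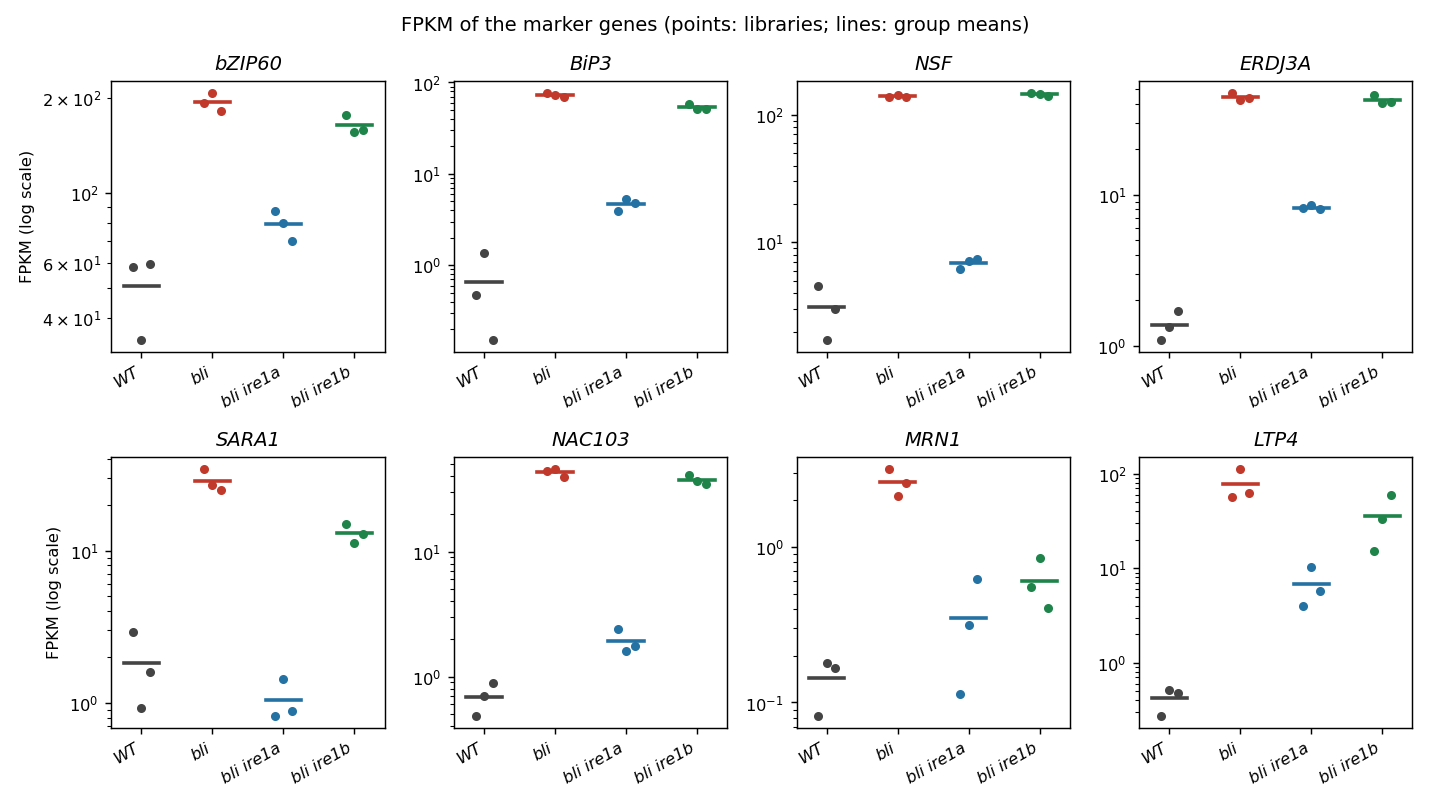
FPKM (y axes, log scale) of *bZIP60*, *BiP3*, *NSF*, *ERDJ3A*, *SARA1*, *NAC103*, *MRN1* and *LTP4* in WT, *bli*, *bli ire1a* and *bli ire1b*. Points are single libraries and lines are group means (n = 3). The *bli ire1a* libraries lie below the *bli* libraries for each gene, whereas the *bli ire1b* libraries overlap those of *bli* for *NSF*, *ERDJ3A*, *NAC103* and *LTP4*.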

Surprisingly, up-regulation of canonical UPR responsive genes in the *bli* mutant was suppressed in the *bli ire1a* double mutant but not in *bli ire1b* double mutants, whereas the up-regulation of non-canonical ER stress responsive genes such as *MRN1* and *LTP4* was suppressed in both the *bli ire1a* and *bli ire1b* mutant (Fig 4B and S1 Dataset). This suggests that the RNase activity of IRE1A is more activated than that of IRE1B in *bli* mutant plants, or the RNase activity of IRE1B is dependent on IRE1A in *bli* mutant plants under normal growth condition. Nevertheless, our results show that both IRE1A and IRE1B, but not bZIP60, are required for the shoot growth phenotype in *bli* mutant, and the *bli* shoot growth phenotype is probably attributed to the mis-expression of non-canonical UPR genes.

**Fig 4:**
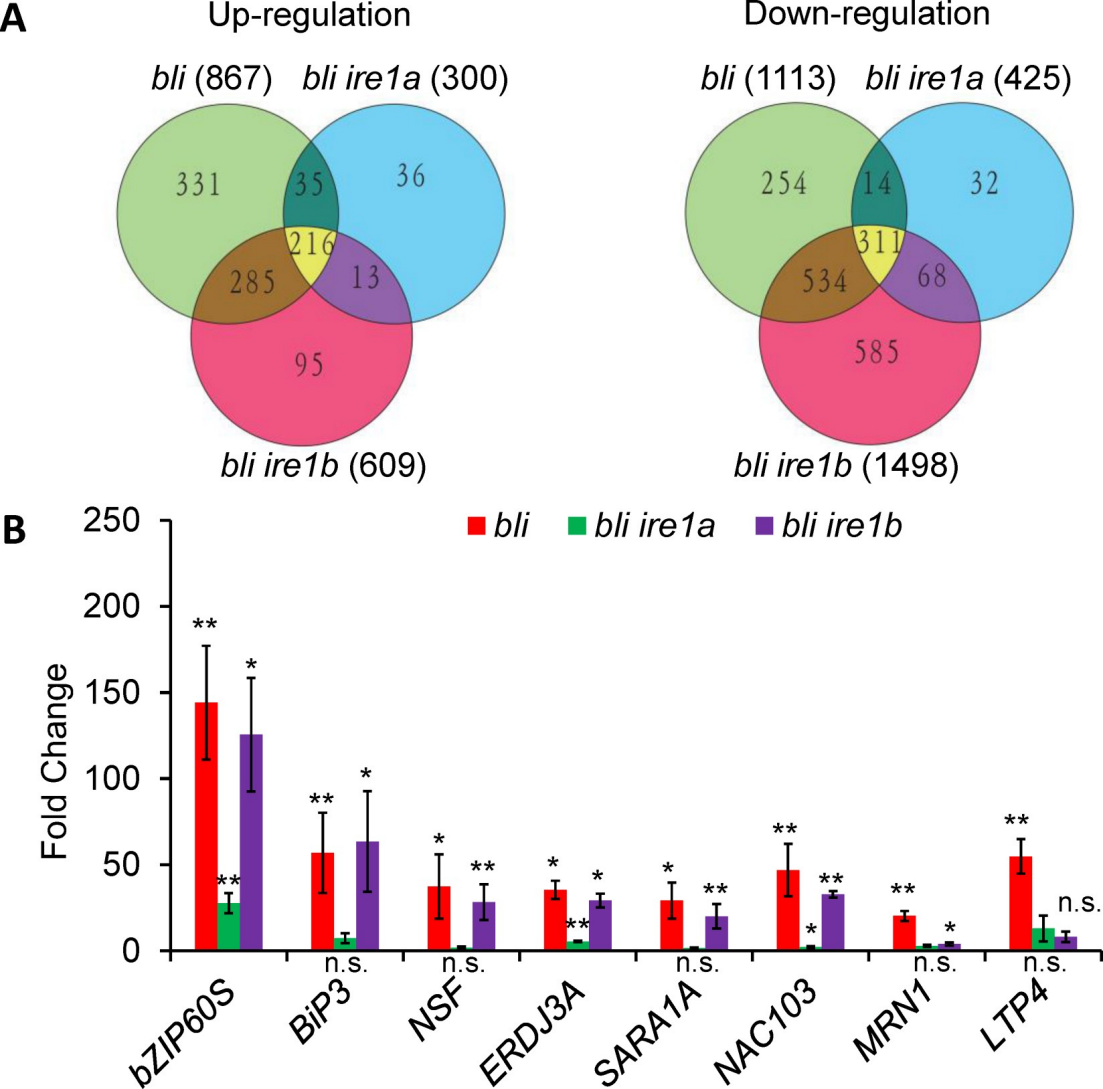
*IRE1A* mutation suppresses both canonical and non-canonical UPR gene expression in *BLI* mutant plants. **A-B**, Gene expression analysis. T-DNA mutant *bli* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. Total RNA was exacted for RNA-Seq analysis (A) and qRT-PCR (B). Up-regulated or down-regulated genes in the mutants relative to the wild-type plants were used to draw the Venn diagrams. Fold change is the gene expression level in the mutants normalized to that in the WT, both of which were normalized to the expression of *ACTIN*. Error bars represent SE (n = 3). Asterisks indicate significance levels when comparing to the WT control in *t*-test. (*, p<0.05; **, p<0.01; n.s., not significant at p<0.05). *bZIP60S*, spliced *bZIP60* transcript. Note that *bZIP60-S*, *BiP3*, *NSF*, *DERD3A*, *SARA1A* and *NAC103* are up-regulated while *MRN1* and *LTP4* are not up-regulated by canonical ER stress inducer tunicamycin.

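Relative to WT, 370 genes were up-regulated and 451 down-regulated in *bli ire1a*, and 686 were up-regulated and 1576 down-regulated in *bli ire1b*. At a Benjamini-Hochberg adjusted p the counts were 285 and 317 genes in *bli ire1a* and 636 and 1456 genes in *bli ire1b*. Among up-regulated genes, 294 were shared by *bli* and *bli ire1b* only, 46 by *bli* and *bli ire1a* only and 257 by all 3 mutants. A further 41 genes were up-regulated only in *bli ire1a*, 109 only in *bli ire1b* and 26 in the double mutants but not in *bli*. Among down-regulated genes, 550 were shared by *bli* and *bli ire1b* only, 16 by *bli* and *bli ire1a* only and 307 by all 3 mutants, while 61 were down-regulated only in *bli ire1a*, 652 only in *bli ire1b* and 67 in the double mutants but not in *bli*.
The mutants were compared with the same WT libraries, so some sharing arises without any effect. In 100 simulations of unchanged groups against these libraries, which carry the error of the WT mean, the median number of shared genes was between 10 and 14 and the highest was 25. In the data, 303 up-regulated and 323 down-regulated genes were shared by *bli* and *bli ire1a*, and 551 and 857 by *bli* and *bli ire1b*. Across genes, which are not independent replicates, the log2 fold changes of *bli* correlated with those of *bli ire1a* at r = 0.679 and with those of *bli ire1b* at r = 0.803, where unchanged groups had a median r of 0.495 and 0.499 and reached at most 0.569 and 0.591.
When the double mutants were compared with each other, 531 genes were higher and 218 lower in *bli ire1a* than in *bli ire1b*. Against *bli*, 417 genes were higher and 420 lower in *bli ire1a*, and 111 were higher and 373 lower in *bli ire1b*. At a Benjamini-Hochberg adjusted p, 43 genes were higher and 189 lower in *bli ire1b* than in *bli*. Quantile normalization moved these splits. It gave 427 up-regulated and 422 down-regulated genes in *bli ire1a* and 878 and 1204 in *bli ire1b* against WT. Against *bli*, 337 genes were then higher and 454 lower in *bli ire1a*, where upper-quartile scaling gave 464 and 382, and 152 were higher and 286 lower in *bli ire1b*. Between the double mutants 384 genes were higher and 270 lower in *bli ire1a*.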

### Residues in the protein kinase domain of IRE1A are important for BLI-regulated vegetative growth

It is known that IRE1B has a role in vegetative growth [30], we focused more on characterization of IRE1A in the current paper. Previously, it was shown that in yeast, D797N K799N (called 1KR32) mutations in the nucleotide-binding pocket abolish autophosphorylation and transautophosphorylation in *in vitro* kinase assays but retain the RNase activity in *in vitro* RNase assays [31]. D828A mutation in yeast abolishes autophosphorylation in *in vitro* kinase assays, although it retains ATP binding activity [32]. N1057A mutation of yeast IRE1 in the RNase domain only abolished its RNase activity [33]. We made equivalent mutations of IRE1A (Fig 5A and S6 Fig) and analyzed the autophosphorylation of IRE1A *in vitro*. Calf intestinal alkaline phosphatase (CIAP) is widely used to eliminate the phosphate group from phosphorylated proteins, and molecular weight shift after CIAP treatment has been successfully used for detection the phosphorylation status of mammalian IRE1 [34]. We have taken this advantage and detected IRE1A autophosphorylation on Phosphate-affinity polyacrylamide gel (Phos-tag) electrophoresis following CIAP treatment (Fig 5B). D590A (corresponding to yeast D828A) and D570N K572N (corresponding to yeast D797N K799N) mutations abolished the autophosphorylation of IRE1A, while N780A (corresponding to yeast N1057A) did not (Fig 5B). We then expressed these mutated forms of IRE1A or the non-mutated form of IRE1A driven by the *IRE1A* native promoter in the *bli ire1a* double mutant background (S7 Fig). Phenotypic analysis showed that expression of the non-mutated form of IRE1A (IRE1A) and the RNase dead form of IRE1A (N780A) reverted the *bli ire1a* phenotype to the *bli* phenotype (Fig 5C and 5D). However, expression of the kinase dead forms of IRE1A (D590A and D570N K572N) largely resembled the *bli ire1a* phenotype (Fig 5C and 5D). These results demonstrate that the protein kinase domain but not the RNase domain of IRE1A is required for BLI-regulated shoot growth phenotype. Further gene expression analysis showed that the up-regulation of canonical UPR marker genes was restored when IRE1A and D590A were expressed (Fig 6). In contrast, the up-regulation of UPR marker genes was not restored when N780A and D570N K572N were expressed (Fig 6). However, the up-regulation of non-canonical UPR marker genes (*MRN1* and *LTP4*) was restored when IRE1A and N780A were expressed (Fig 4D). Thus, the protein kinase domain of IRE1A is required for the *bli* mutant phenotype and up-regulation of non-canonical UPR genes such as *MRN1* in the *bli* mutant. D570N K572N mutation in the ATP-binding pocket and N780A mutation in the RNase domain affect IRE1A’s RNase activity to induce canonical UPR gene expression.

**Fig 5:**
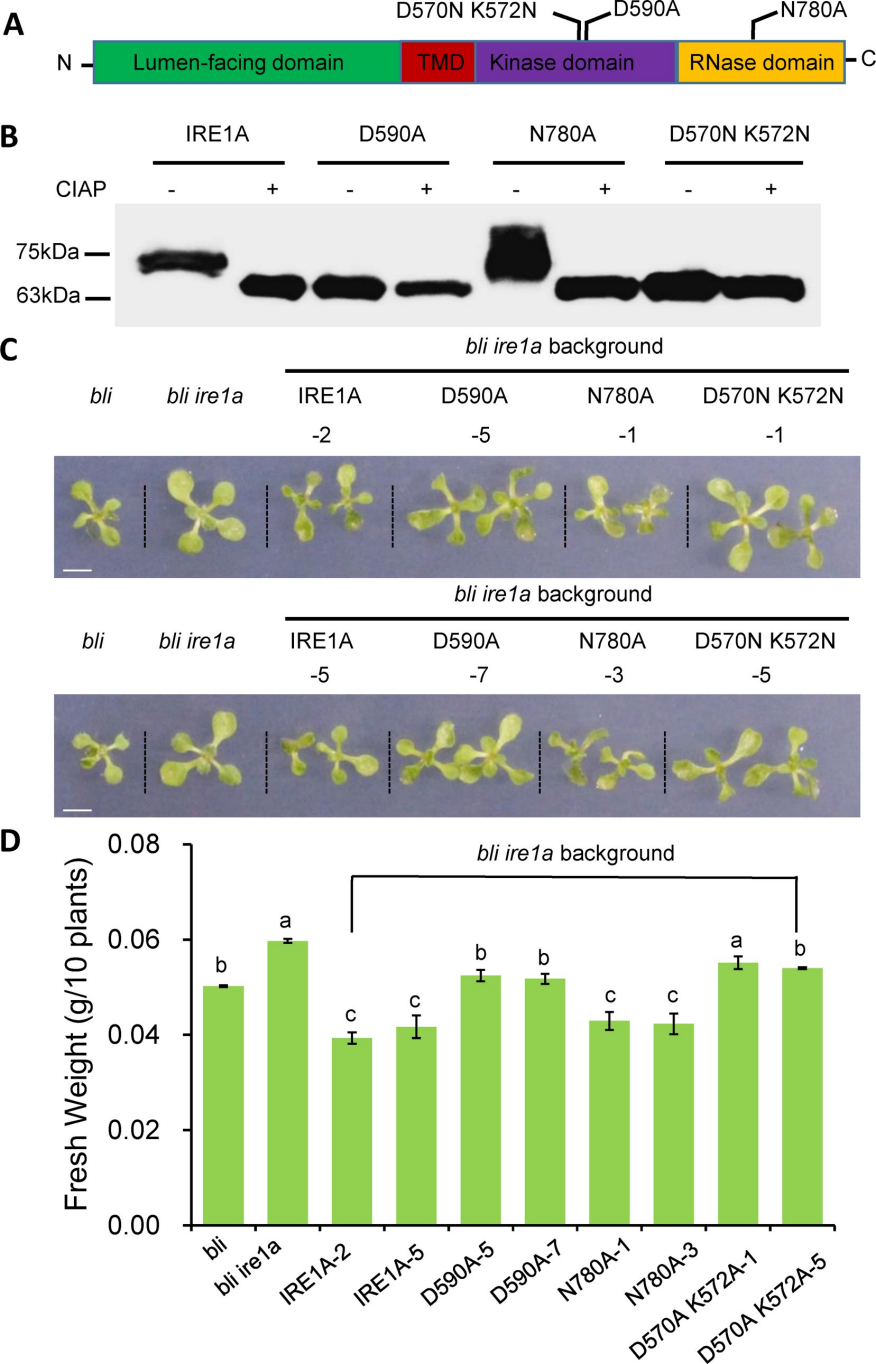
Residues in the protein kinase domain of IRE1A is required for the shoot growth phenotype in *BLI* mutant plant background. **A-B**, Site-specific mutagenesis analysis of the IRE1A auto-phosphorylation. Domain structure of IRE1A is shown in (A) with the mutated amino acids highlighted. The wild-type form and various mutated forms of IRE1A were expressed in *E*. *coli* and purified proteins were treated with CIAP for de-phosphorylation assays. Western blotting analysis was done to detect the molecular weight shifts. **C-D**, Genetic complementation analysis. T-DNA mutant *bli* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. The wild-type form and various mutated forms of IRE1A were expressed the *bli ire1a* double mutant background and 2-weeks-old T3 transgenic plants were photographed (C) and fresh weight were measured (D). Error bars represent SE (n = 3). There were at least 10 plants for each of the three biological replicates. Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 5 mm.

**Fig 6:**
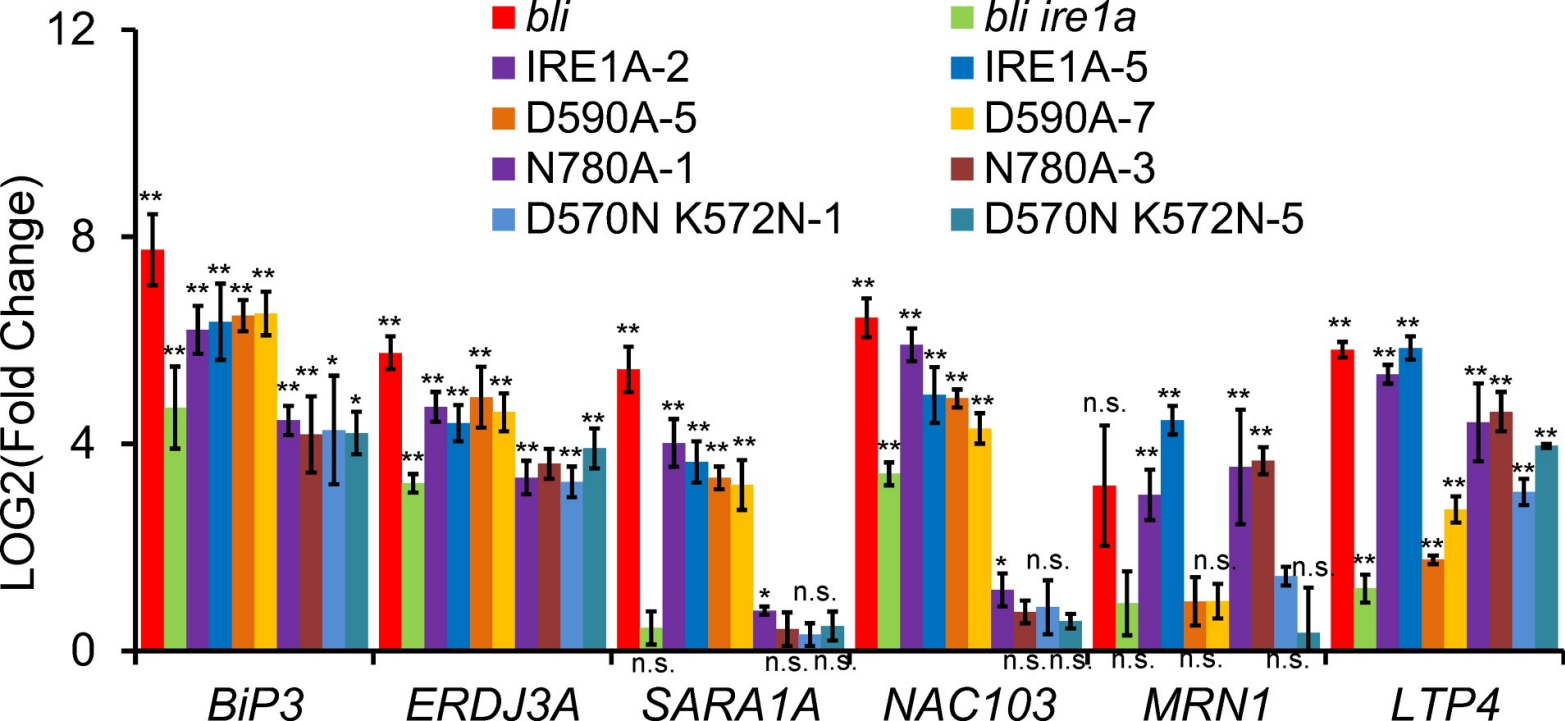
Residues in the protein kinase domain of IRE1A is required for non-canonical UPR gene expression in the BLI mutant background. T-DNA mutant *bli* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. The wild-type form and various mutated forms of IRE1A were expressed in the *bli ire1a* double mutant background and 2-weeks-old T2 transgenic plants were collected for gene expression analysis. Fold change is the gene expression level in the mutants or the genetically complemented materials normalized to that in the WT, both of which were normalized to the expression of *ACTIN*. Error bars represent SE (n = 3). Asterisks indicate significance levels when comparing to the WT control in *t*-test. (*, p<0.05; **, p<0.01; n.s., not significant at p<0.05).

## Discussion

UPR signaling has protective functions in cells during ER stress response by increasing the ER protein folding capacity in the cell, enhancing the protein degradation of unfolded/misfolded proteins, and probably reducing the synthesis of new proteins in ER in plants. The Inositol-requiring enzyme 1 (IRE1) is one of the most important ER transmembrane sensors that activates the UPR for protein homeostasis under ER stress conditions through its specific splicing RNA target or non-specific RNA substrates in a process called RIDD [35]. However, IRE1’s activity needs to be timely attenuated after ER stress, and even under normal physiological conditions, IRE1’s activity needs to be finely tuned. For example, mutation of the transcription factor *SPL6* resulted in increased expression level of *IRE1* therefore elevated level of IRE1 protein, leading to constitutive ER stress response and developmental arrests in rice panicles [24]. However, in the current study, neither the expression of *IRE1A* nor *IRE1B* is affected in the *bli* mutant. We could not exclude the possibility that the protein level of IRE1A/IRE1B is affected in the *bli* mutant, since generation of antibody against *Arabidopsis* IRE1A/IRE1B is not successful and the rice IRE1 antibody [24] did not recognize the *Arabidopsis* IRE1A/IRE1B. However, our genetic complementation experiments demonstrated that the *bli* phenotype at seedling stage is dependent on the kinase domain of IRE1A, suggesting that the protein activity rather than the protein level of IRE1A is more probably affected by BLI. Little is understood on how IRE1’ activity is regulated in plants. In mammalian cells, it was proposed that, under normal conditions, the ER chaperone BiP/Grp78 binds to IRE1α to keep the protein in an inactive monomeric state, under ER-stressed conditions, releasing of BiP from IRE1α allows monomerization and autophosphorylation of its cytosolic domain, which triggers the activation of the RNase activity and downstream events [36]. However, whether similar mechanisms are existed in plants to tune the IRE1’s activity has not yet been reported. In the current study, we found that BLI is a negative regulator of IRE1 in Arabidopsis. Mutation of *BLI* results in activation of IRE1 and bZIP60 splicing, leading to increased expression level of canonical UPR genes such as *BiP3* and non-canonical UPR genes such as *MRN1* in plants. It seems that high level of BiP in *bli* mutant does not inhibit but activate IRE1A/IRE1B in *Arabidopsis*. Both *Arabidopsis* IRE1A and IRE1B were observed in perinuclear ER in tobacco BY2 cells [37]. Recently, IRE1B was also shown to be distributed in ER in Arabidopsis protoplasts under normal growth condition [38]. Given that BLI was observed in the nucleus and Golgi in *Arabidopsis* root cells, we hypothesized that BLI may indirectly control the activity of IRE1A/IRE1B. Further studies are needed to understand how BLI regulates IRE1’s activity in plants. Suppressor screening of *bli* mutant is underway in the lab.

The N-terminal part of IRE1 is in the ER lumen while the C-terminus is facing the cytoplasm which contains a protein kinase domain and an RNase domain. Previously, D608N K610N mutations of *Arabidopsis* IRE1B (corresponding to D797N K799N of yeast IRE1, 1KR32) in the nucleotide-binding pocket abolished IRE1B’s autophosphorylation and reduced its RNase activity to splice *bZIP60* mRNA, while the D628A mutation (corresponding to D828A mutation of yeast IRE1) within the conserved DFG kinase motif only abolished IRE1B’s autophosphorylation; the N820A mutation (corresponding to N1057A mutation of yeast IRE1) in the RNase domain only abolished IRE1B’s RNase activity in *Arabidopsis* during ER stress response [30]. However, how these conserved amino acids are involved in IRE1A’s activity is not reported. In the current study, we carried out experiments to characterize these important residues of IRE1A in Arabidopsis *bli* mutant background under normal growth conditions. Our results showed that D570A K572A mutations and N780A mutation of IRE1A reduced its ribonuclease activity for canonical UPR downstream gene expression while D570A K572A mutations and D590A mutation in the protein kinase domain of IRE1A affected its protein kinase activity for non-canonical UPR gene expression. Thus, the regulatory effect of protein kinase activity on its RNase activity is common for these two IRE1 proteins in Arabidopsis plants, which is different from yeast cells in which 1KR32 mutation in the nucleotide-binding pocket retains the RNase activity [32]. Autophosphorylation of IRE1B [30] and IRE1A (this study) has been demonstrated *in vitro*, however, detection of the autophosphorylation of these two proteins *in vivo* has not yet been successful, most probably because of the low level of these proteins in plants. Given that D590A mutation in IRE1A and D628A mutation in IRE1B do not affect the RNase activity of IRE1 in Arabidopsis, these results suggest that the ATP binding site of IRE1 rather than the protein kinase activity is more important for the activation of RNase activity in plants.

Besides the important roles of IRE1 in plant ER stress responses, the root-specific phenotype of Arabidopsis *ire1a ire1b* double mutant plants under unstressed conditions suggests that IRE1 also have other function in integrating physiological signals to maintain specific secretory activity [39]. Mutant analysis showed that the root growth phenotype of *ire1a ire1b* double mutant in the absence of stress was dependent on IRE1B [30]. Our results revealed further that the shoot growth retardation phenotype in *bli* mutant under normal growth conditions were dependent on IRE1A by analyzing the advance mutants in the *bli* mutant background. The root growth phenotype and reproductive development defects in *bli* mutant were not rescued by *IRE1A* or *IRE1B* mutation, suggesting that BLI also has IRE1-independent roles in plant growth and development, or IRE1A and IRE1B are too important for reproductive development so that the *bli ire1a* and *bli ire1b* double mutants could not recover. Nevertheless, our data demonstrated that the function of IRE1A in shoot growth regulation in *bli* mutant dependents on neither its RNase activity, nor its splicing target *bZIP60*. The protein kinase domain of IRE1A is required for the regulation of growth and development in *bli* mutant plants, probably through regulating of non-canonical UPR downstream genes.

In summary, we identified BLI as a negative regulator of IRE1A, constraining its function under normal growth conditions in *Arabidopsis* (Fig 7). In our working model, BLI may directly inhibit IRE1A’s function, or regulate the expression of an unknown protein to inhibit IRE1A’s function during vegetative growth. Once *BLI* is mutated, the activated IRE1A induces UPR genes and other non-canonical ER stress genes, leading to cell death and growth retardation in plants. D570/K572 in the ATP-binding pocket and N780 in the RNase domain are important for IRE1A to regulate canonical UPR genes while D570/K572 and D590 are important for its auto-phosphorylation and non-canonical UPR gene expression.

**Fig 7:**
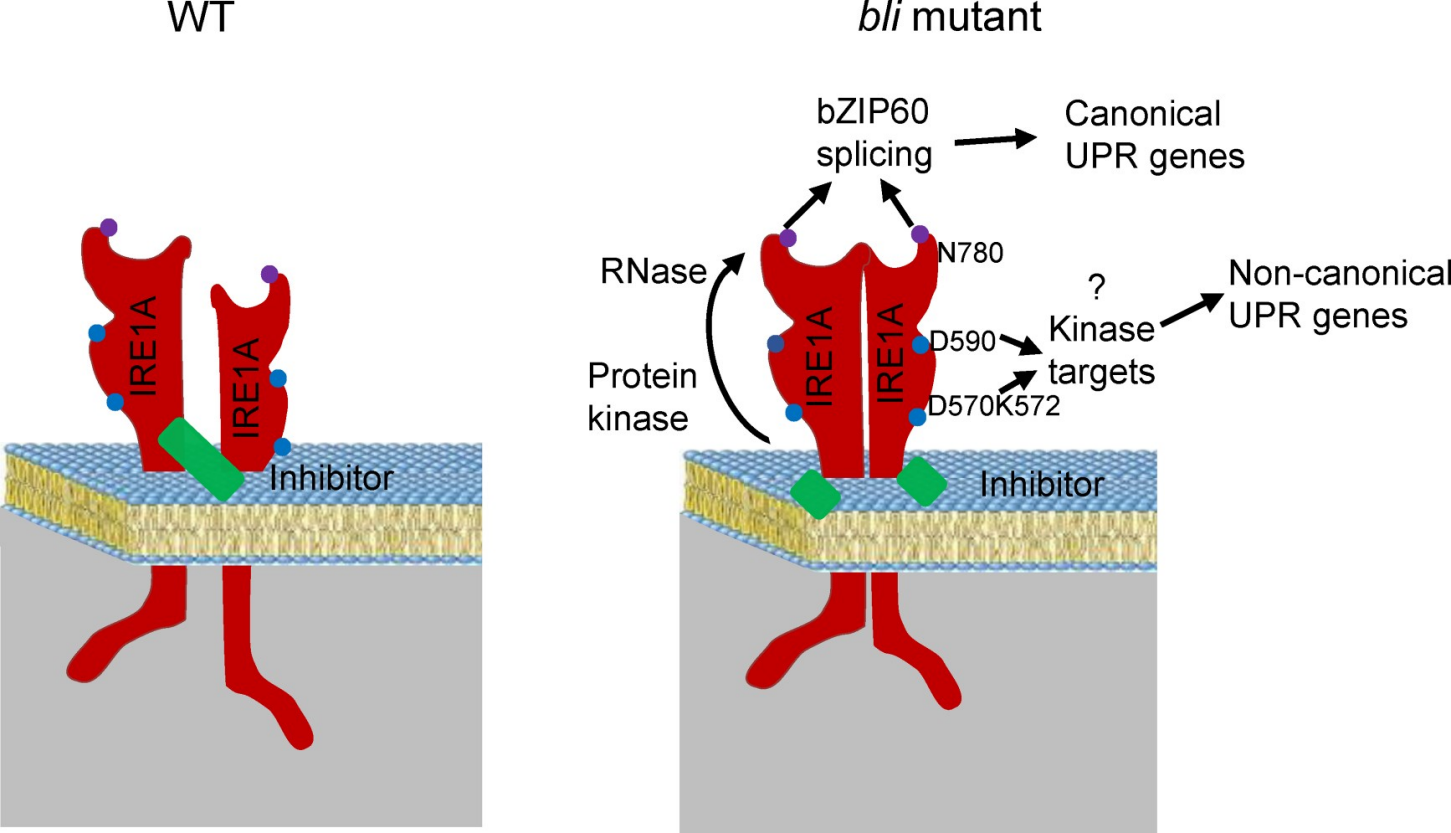
A working model for IRE1-mediated growth regulation in *BLI* mutant plants. In the presence of BLISTER (BLI) in wildtype (WT) plants, BLI may directly or indirectly inhibit IRE1A activation and clustering. In the absence of BLI in *bli* mutant plants, the inhibitor is removed and IRE1A is activated. The RNase activity of IRE1A for *bZIP60* mRNA splicing and downstream canonical UPR gene expression is dependent on N780 in the RNase domain and D570/K572 in the ATP-binding pocket of IRE1A. In contrast, the auto-phosphorylation activity of IRE1A is dependent on D570/K572 and D590 of IRE1A, which is important for non-canonical UPR gene expression and the shoot growth retardation phenotype.

## Materials and methods

### Plant material and growth conditions

All of the *Arabidopsis thaliana* seeds used in this study are in the Columbia (Col) background. Seeds of WT, *bli-1* (SAIL_107_D04), *bli-11* (GABI-Kat_663H12), *bzip28* (SALK_132285), *bzip60* (SALK_050203), *ire1a* (SALK_018112), *ire1b* (SAIL_238_F07), double mutants and transgenic plants were sterilized (10 min 70% Ethanol supplemented with 0.05% Triton X-100, 10 min 96% Ethanol) and sown on germination medium (MS; half-strength Murashige and Skoog medium supplemented with 1% sucrose, 0.05% MES, and 0.8% plant agar). Seeds were stratified for two days at 4°C and grown under long day (LD) conditions, (16/8 h light / dark cycle at 22°C) in the medium or in the soil. For ER stress treatment, plants were grown on MS medium for 6 days and then transferred to either MS medium or MS plus 0.3 μg/ml tunicamycin (TM, Sigma) for additional 6 days. For silique length measurement, two longest siliques from each of the five main inflorescences were selected and measured for each genotype. For statistical analysis of gene expression, student’s t test was used. For multiple comparisons of phenotypes, LSD (Least Significant Difference) test was carried out following the ANOVA (Analysis of Variance) analysis.

### Trypan blue staining and DAB staining

Trypan blue staining and DAB staining were performed as described in previous literature [40]. For trypan blue staining, 14-day-old leaves of wild-type, *bli*, *bli ire1a* and *bli ire1b* were boiled for 1 min in trypan blue staining buffer containing 12.5% phenol, 12.5% glycerol, 12.5% lactic acid, 48% ethanol, and 0.025% trypan blue (Sangon Biotech), incubated for 10 min at room temperature, followed by destaining five times in 70% chloral hydrate. For DAB staining, leaves of 14-day-old wild-type, *bli*, *bli ire1a* and *bli ire1b* leaves were incubated in 1 mg/ mL DAB (Sigma) solution (pH 3.8) for 5 h at room temperature in darkness and then boiled in 95% boiling ethanol for 10 min before photograph.

### Genetic complementation

The IRE1A genomic sequences including 2.5 kb upstream promoter region were amplified from wild-type and inserted into pCambia 1300 to obtain the *IRE1A*:*IRE1A* construct. The site-specific-mutated PCR products were amplified by overlapping PCR based on the *IRE1A*:*IRE1A* construct. All the error-free constructs were introduced into the *bli+/- ire1a-/-* double mutant plants via Agrobacterium-mediated transformation. The T1 seeds were grown on selective MS medium plus 30 mg/L hygromycin (Roche) and genotyped to select transgenic plants in *bli-/- ire1a-/-* background. The T3 seeds were obtained and grown on MS medium for phenotypic analysis along with genotyping and gene expression analysis. At least five independent lines of each construct were selected and examined. All the primers used are listed in S1 Table.

### RNA-Seq and qRT-PCR

For RNA-Seq analyses, 14-days-old seeding were collected and immediately frozen in liquid nitrogen. Total RNA were extracted with Trizol (Invitrogen) and sequenced on the Illumina HiSeq 4000 platform by commercial company (Major Bio) following the standard Illumina protocols [41]. RNA-Seq reads were aligned to the reference genome of Arabidopsis thaliana (version TAIR10) using TopHat (version 2.0.13) (Kim et al., 2013) after filtering out low-quality (lowest base score < 20) reads using SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle). Totally ~5.5–10 GB clean reads for each sample were obtained. Differential gene expression was assessed using Cuffdiff (http://cole-trapnell-lab.github.io/cufflinks/cuffdiff/index.html). The cutoff for significant differential expression was set as fold change (FC) ≥2 or FC≤0.5 and p-value p≤0.05. Parameters for sequencing quality control are listed in S2 Table. For qRT-PCR, RNA from 14-day-old seedlings were extracted using an RNA Prep Pure Plant kit (Tiangen). For reverse transcription, 2 mg of RNA and oligo (dT) primers were used to synthesize cDNA in a 20 μL reaction using M-MLV reverse transcriptase (TaKaRa). qRT-PCR was performed using SuperReal PreMix Color (Tiangen) in a CFX96 real-time system (Bio-Rad). There were three biological replicates for the RNA-Seq analysis. All the primers used are listed in S1 Table.

### Subcellular localization

Genomic *BLI*, containing the *BLI* coding region and 1.7 kb upstream of the transcriptional start site, was amplified from genomic DNA, and cloned into pGKGWG. The *BLI*:*BLI-GFP* construct was introduced to the *bli-11* mutant background and stable transformed plants were obtained. Confocal laser scanning microscopy was performed with root tissues using LSM 780 and LSM 510 microscopes (Zeiss). Image acquisition was carried out sequentially to prevent crosstalk between channels. GFP was excited at 488 nm, and emission was detected at 510–550 nm. RFP was excited at 561 nm and emission was detected at 575–630 nm. All the primers used are listed in S1 Table.

### De-phosphorylation assay

For de-phosphorylation assay, partial IRE1A sequences (AA345-841) were amplified from the wild-type Arabidopsis cDNA and cloned into pET28 to express the His-tag IRE1A truncation protein. Various mutated forms of IRE1A were amplified by overlapping PCR based on the wild-type form. All purified proteins (2 μg) were treated with or without CIAP (Takara) for 2 min at 37°C. The reaction were stopped by adding 4 μL 5X SDS buffer and boiling at 95°C for 5 min. All the proteins were resolved in Phos-tag gels and then immunoblotted with *anti*-His antibody (Abmart). All the primers used are listed in S1 Table.

### Accession numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative under the following accession numbers: At3g10800 (*bZIP28*), AT1G42990 (*bZIP60*), AT2G17520 (*IRE1A*), AT5G24360 (*IRE1B*), AT3G23980 (*BLI*), AT1G09080 (*BiP3*), AT4G21730 (*NSF*), AT3G08970, (*ERDJ3A*), AT3G62600, (*ERDJ3B*), AT1G09180 (*SARA1*), AT5G64060 (*NAC103*), AT5G42600 (*MRN1*) and AT5G59310 (*LTP4*). The RNA-Seq data in this article can be found in the Gene Expression Omnibus (GEO) under the accession number GSE124235.

## Supporting information

S1 Fig Mutation of *BLI* induces UPR gene expression. **A**, UPR gene expression analysis. Total RNA was exacted from 2-week-old plants for qRT-PCR. Fold change is the gene expression level in the *BLI* mutants (*bli-1* or *bli-11*) normalized to that in the wild-type plants (WT), both of which were normalized to the expression of *ACTIN*. Error bars represent SE (n = 3). *bZIP60U*, unspliced *bZIP60*; *bZIP60S*, spliced *bZIP60*. Asterisks indicate significance levels when comparing to the WT control in *t*-test. (*, p<0.05; **, p<0.01). **B**, Venn diagrams showing the overlapping regulated genes between *BLI*-dependent genes and canonical UPR genes. Canonical UPR genes were obtained by comparing gene expression profiles of WT plants treated with or without ER stress inducer tunicamycin (5 μg/ml) for 12 hours followed by RNA-Seq analysis. Up-regulation: fold change ≥2, p<0.05; down-regulation: fold change ≤0.5, p<0.05.
(PDF) Click here for additional data file.

S2 Fig Mutation of either *IRE1A*, *IRE1B*, *bZIP28*, or *bZIP60* alone does not affect vegetative growth and reproductive development. **A-B**, Phenotypic analysis. T-DNA mutants of *IRE1A* (*ire1a*), or *IRE1B* (*ire1b*) or *bZIP28* (*bzip28*) or *bZIP60* (*bzip60*) were grown together with wild-type plants (WT) in standard MS growth medium. 2-week-old plant seedlings were photographed (A) and siliques lengths were measured at reproductive stage (B). Error bars represent SD (n = 10). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 5 mm. **C**, UPR gene expression analysis. Total RNA was exacted from 2-week-old plants for qRT-PCR analysis. Error bars represent SE (n = 3). Asterisks indicate significance levels when comparing to the WT control in *t*-test. (*, p<0.05; **, p<0.01). *bZIP60U*, unspliced *bZIP60*; *bZIP60S*, spliced *bZIP60*.
(PDF) Click here for additional data file.

S3 Fig Characterization of T-DNA mutants. Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of *BLI*, *IRE1A* or *IRE1B* was checked by RT-PCR. *UBQ5* was used as a loading control.
(PDF) Click here for additional data file.

S4 Fig The *BLI* ER stress related phenotype is partially suppressed by *IRE1A* or *IRE1B* mutation. (A-B) ER stress related phenotype of mutant plants. T-DNA mutant of *BLI* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. Wild-type (WT), single mutants and double mutants were vertically grown for 6 days on MS medium, transferred to either MS or MS plus 0.3 μg/ml tunicamycin (TM) plates and grown for additional 6 days, then photographed (A). Primary root length was measured (B). There were five plants in each of the three replicates. Error bars represent SE (n = 3). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 10 mm.
(PDF) Click here for additional data file.

S5 Fig Analysis of siliques from self-crossing plants. WT and *ire1a ire1b bli+/-* plants were grown in soils in well-controlled growth chamber and their siliques were examined after self-crossing. Arrow heads point to the aborted embryos.
(PDF) Click here for additional data file.

S6 Fig Multiple sequence alignment of the IRE1’ C-termini. Protein sequences of the Arabidopsis IRE1s (AtIRE1A, At2g17520; AtIRE1B, At5g24360), rice IRE1 (OsIRE1, LOC_Os07g28820), yeast IRE1 (ScIRE1, NP_011946) and human IRE1 (HsIRE1, NP_001424) were subjected to sequence alignment using CLUSTAL 2.1 with the default setting. Only the C-terminal regions beyond the transmembrane domains are shown. The protein kinase domain is shaded in grey while the endonuclease domain is shaded in yellow. Amino acids predicted to be important for the protein kinase activity or endonuclease activity are highlighted in red.
(PDF) Click here for additional data file.

S7 Fig Validation of transgene expression. The wild-type form and various mutated forms of IRE1A were expressed the *bli ire1a* double mutant background. Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of total *IRE1A* was checked by RT-PCR. *UBQ5* was used as a loading control.
(PDF) Click here for additional data file.

S1 Table Primers used in this study. (PDF) Click here for additional data file.

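S1 Table lists the oligonucleotides used for qRT-PCR and RT-PCR, and others for cloning, complementation, mutagenesis, protein expression and genotyping. The qRT-PCR and RT-PCR pairs were matched without mismatches to the TAIR10.1 genome and its annotated transcripts. This shows which part of each gene a qRT-PCR value reports. The *SARA1* pair matches chromosome 1 from 2965621 to 2965777, within the coding part of exon 3 of 3. The *NAC103* pair spans 25633724 to 25633933 on chromosome 5, in exon 5 of 5, where 116 of its 210 bases are coding and the rest lie in the untranslated region. The *LTP4* pair spans 23925456 to 23925652 on chromosome 5, in the coding part of exon 1 of 2. The *MRN1* pair spans 17055953 to 17056532 on chromosome 5, from exon 8 to exon 9 of 14, and gives 201 bp from the transcript and 580 bp from genomic DNA. The pair for unspliced *bZIP60* spans 16136277 to 16137060 on chromosome 1, from exon 1 to exon 2, and gives 274 bp from the transcript and 784 bp from genomic DNA. The *IRE1A* pair spans 7620600 to 7620817 on chromosome 2, from exon 7 to exon 8 of 8, with 132 bp in the transcript. The *ACTIN* pair lies on chromosome 3 from 6476501 to 6476608, in exon 3 of 3. The *NSF* pair spans 11544943 to 11545105 on chromosome 4, and the annotation lists this locus as a transcribed pseudogene. The *BiP3* pair matched only the transcript, with a product of 118 bp. No exact match of both primers was found for the other pairs, and their products are not reported here.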

S2 Table Parameters for sequencing quality control of each sample. (PDF) Click here for additional data file.

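S2 Table describes the reads of each library after filtering. Its columns are the number of sequences, the number of bases in them, the base-calling error rate, the share of bases above the quality scores Q20 and Q30, and GC content. The number of sequences limits the precision of weakly expressed genes, since FPKM values hold no read counts. In FPKM the value of a single fragment is inversely related to the number of mapped fragments. Over weakly expressed genes, the most common ratio of the FPKM of each library to that of WT replicate 1 was therefore taken. It ranged from 0.558 in *bli ire1a* replicate 1 to 1.07 in *bli* replicate 3, where the inverse ratio of the listed sequences was 0.581 and 1.14. GC content was between 46.46% and 46.82% in the 12 libraries. The 10 genes with the highest FPKM took 11.7% to 12.6% of all FPKM in WT, 8.37% to 9.30% in *bli*, 9.94% to 10.7% in *bli ire1a* and 8.79% to 9.19% in *bli ire1b*.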

S1 Dataset Differentially regulated genes. (XLSX) Click here for additional data file.

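S1 Dataset gives, for each gene the authors found regulated in *bli*, its mean FPKM in each genotype, its fold change against WT and the mutants in which it passed the cutoffs. Of the 867 genes the paper lists as up-regulated in *bli*, 771 were also up-regulated in the limma model, as were 930 of the 1113 genes it lists as down-regulated. Of the genes the paper lists as up-regulated only in *bli*, 221 of 331 were in the same class, and 157 of 254 for down-regulated genes, for which the paper's text gives 251. Of these lists, 298 and 232 genes passed the filter on mean FPKM and were tested here, as were 823 of the 867 and 1045 of the 1113. For *bli* and *bli ire1b* the shared classes held 217 of the paper's 285 up-regulated and 405 of its 534 down-regulated genes. For *bli* and *bli ire1a* they held 19 of 35 and 2 of 14, and for all 3 mutants 186 of 216 and 232 of 311. The mean FPKM in S1 Dataset and the mean of the deposited libraries had median log2 ratios between -0.0100 and -0.00196 in the 4 genotypes, and the central 90% of genes lay between -0.24 and 0.24 in WT and between -0.30 and 0.37 in *bli ire1b*.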

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S1 Fig — A, UPR gene expression analysis. Total RNA was exacted from 2-week-old plants for qRT-PCR. Fold change is the gene expression level in the BLI mutants (bli-1 or bli-11) normalized to that in the wild-type plants (WT), both of which were normalized to the expression of ACTIN. Error bars represent SE (n = 3). bZIP60U, unspliced bZIP60; bZIP60S, spliced bZIP60. Asterisks indicate significance levels when comparing to the WT control in t-test. (*, p<0.05; **, p<0.01). B, Venn diagrams showing the overlapping regulated genes between BLI-dependent genes and canonical UPR genes. Canonical UPR genes were obtained by comparing gene expression profiles of WT plants treated with or without ER stress inducer tunicamycin (5 μg/ml) for 12 hours followed by RNA-Seq analysis. Up-regulation: fold change ≥2, p<0.05; down-regulation: fold change ≤0.5, p<0.05.

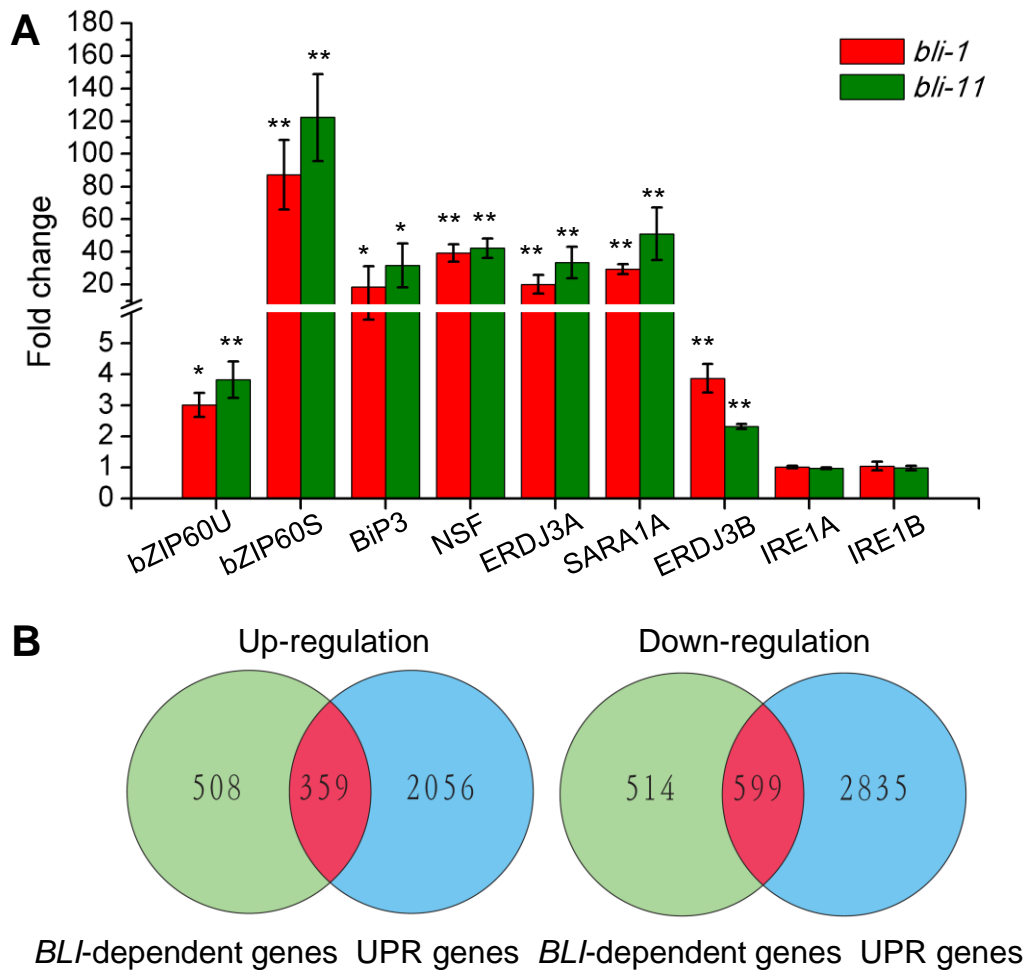

**Fig S1. Mutation of *BLI* induces UPR gene expression.**

**A**, UPR gene expression analysis. Total RNA was extracted from 2-week-old plants for qRT-PCR. Fold change is the gene expression level in the *BLI* mutants (*bli-1* or *bli-11*) normalized to that in the wild-type plants (WT), both of which were normalized to the expression of *ACTIN*. Error bars represent SE (n=3). *bZIP60U*, unspliced *bZIP60*; *bZIP60S*, spliced *bZIP60*. Asterisks indicate significance levels when comparing to the WT control in *t*-test. (\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ). **B**, Venn diagrams showing the overlapping regulated genes between *BLI*-dependent genes and canonical UPR genes. Canonical UPR genes were obtained by comparing gene expression profiles of WT plants treated with or without ER stress inducer tunicamycin (5  $\mu\text{g/ml}$ ) for 12 hours followed by RNA-Seq analysis. Up-regulation: fold change  $\geq 2$ ,  $p < 0.05$ ; down-regulation: fold change  $\leq 0.5$ ,  $p < 0.05$ .

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S2 Fig — A-B, Phenotypic analysis. T-DNA mutants of IRE1A (ire1a), or IRE1B (ire1b) or bZIP28 (bzip28) or bZIP60 (bzip60) were grown together with wild-type plants (WT) in standard MS growth medium. 2-week-old plant seedlings were photographed (A) and siliques lengths were measured at reproductive stage (B). Error bars represent SD (n = 10). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 5 mm. C, UPR gene expression analysis. Total RNA was exacted from 2-week-old plants for qRT-PCR analysis. Error bars represent SE (n = 3). Asterisks indicate significance levels when comparing to the WT control in t-test. (*, p<0.05; **, p<0.01). bZIP60U, unspliced bZIP60; bZIP60S, spliced bZIP60.

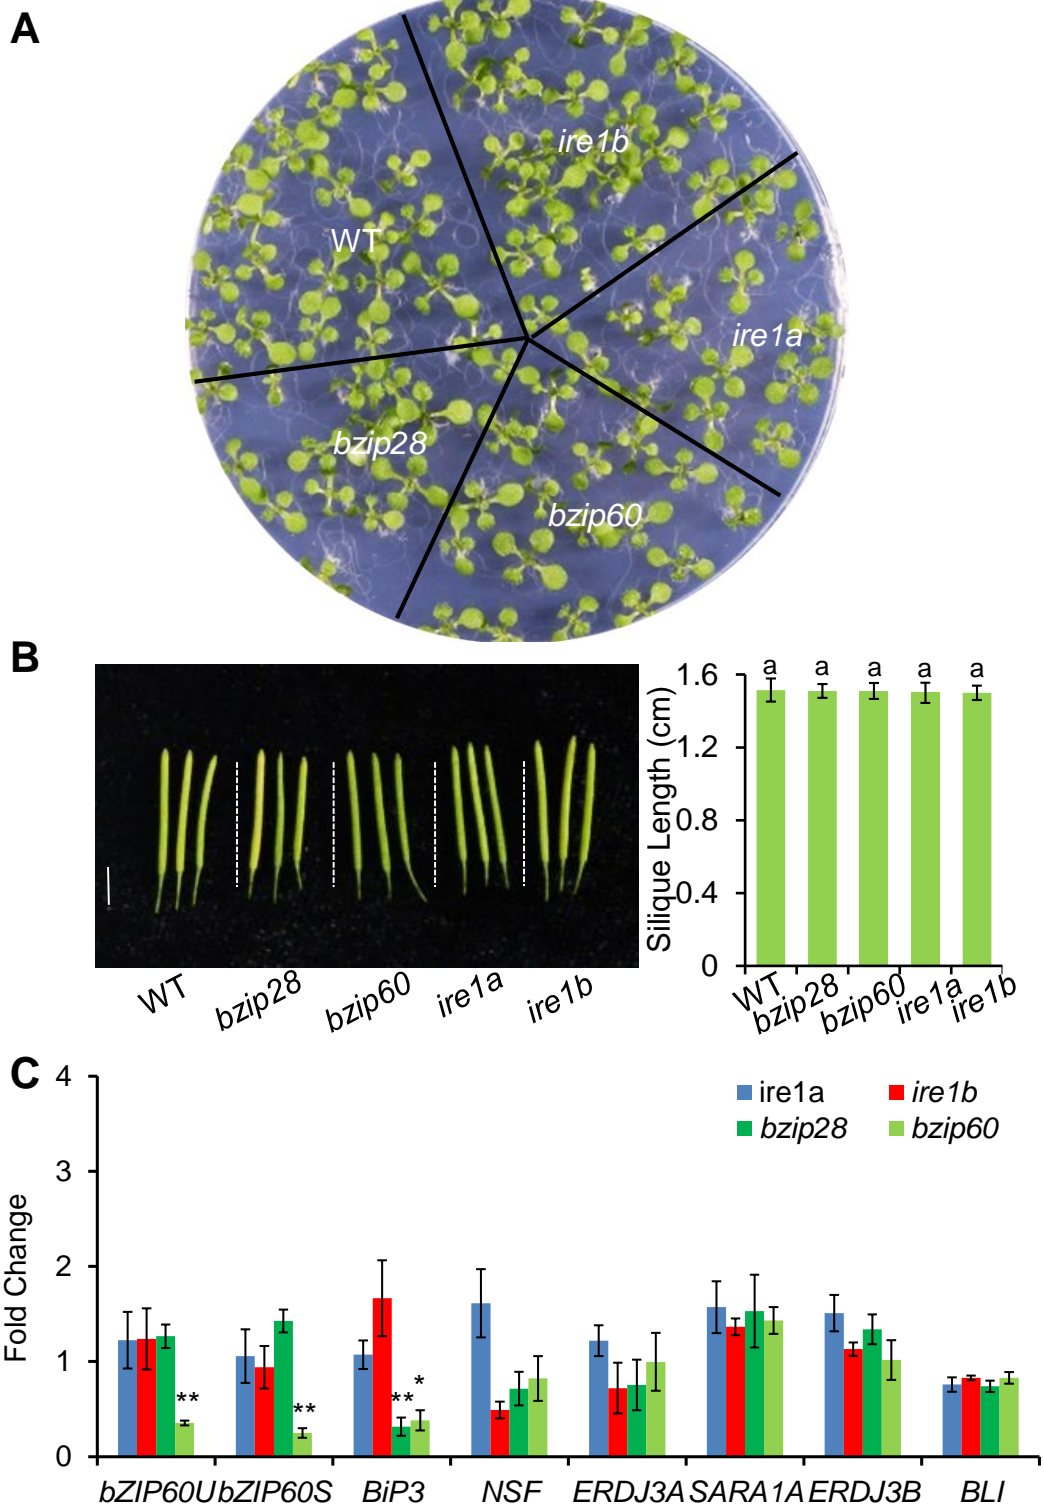

**Fig S2. Mutation of either *IRE1A*, *IRE1B*, *bZIP28*, or *bZIP60* alone does not affect vegetative growth and reproductive development.**

**A-B**, Phenotypic analysis. T-DNA mutants of *IRE1A* (*ire1a*), or *IRE1B* (*ire1b*) or *bZIP28* (*bzip28*) or *bZIP60* (*bzip60*) were grown together with wild-type plants (WT) in standard MS growth medium. 2-week-old plant seedlings were photographed (A) and siliques lengths were measured at reproductive stage (B). Error bars represent SD (n=10). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar=5 mm. **C**, UPR gene expression analysis. Total RNA was extracted from 2-week-old plants for qRT-PCR analysis. Error bars represent SE (n=3). Asterisks indicate significance levels when comparing to the WT control in *t*-test. (\*, p<0.05; \*\*, p<0.01). *bZIP60U*, unspliced *bZIP60*; *bZIP60S*, spliced *bZIP60*.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S3 Fig — Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of BLI, IRE1A or IRE1B was checked by RT-PCR. UBQ5 was used as a loading control.

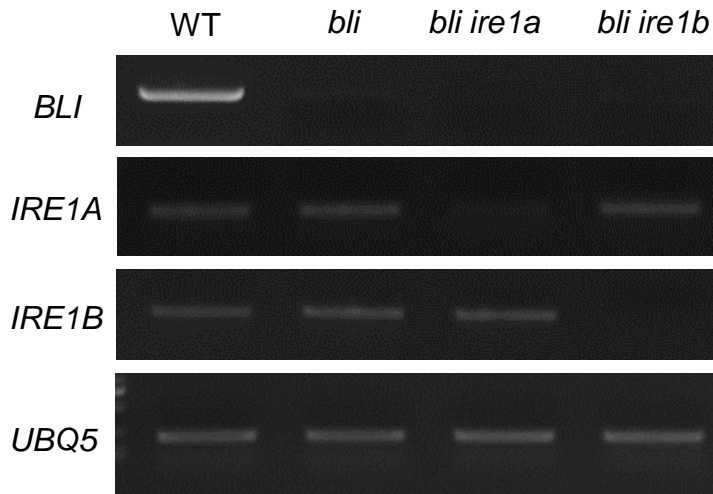

**Fig S3. Characterization of T-DNA mutants.**

Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of *BLI*, *IRE1A* or *IRE1B* was checked by RT-PCR. *UBQ5* was used as a loading control.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S4 Fig — (A-B) ER stress related phenotype of mutant plants. T-DNA mutant of BLI (bli-1) was crossed to either IRE1A mutant (ire1a) or IRE1B mutant (ire1b) to generate the respective double mutant plants. Wild-type (WT), single mutants and double mutants were vertically grown for 6 days on MS medium, transferred to either MS or MS plus 0.3 μg/ml tunicamycin (TM) plates and grown for additional 6 days, then photographed (A). Primary root length was measured (B). There were five plants in each of the three replicates. Error bars represent SE (n = 3). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis (p<0.05). Bar = 10 mm.

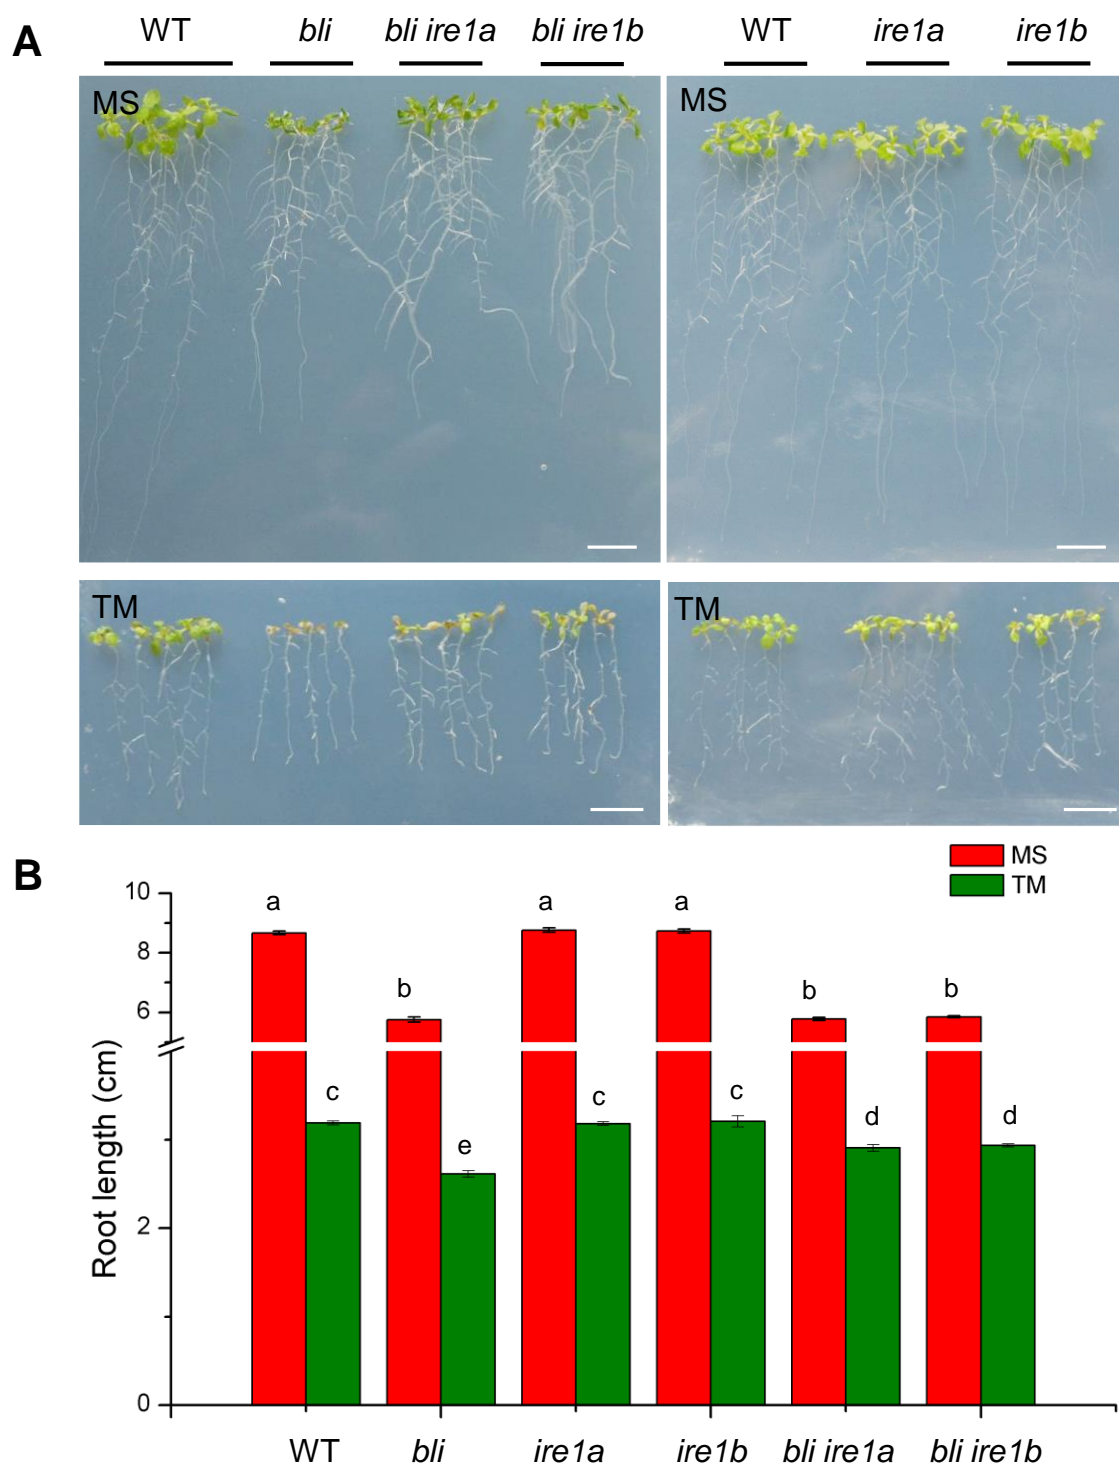

**Fig S4. The *BLI* ER stress related phenotype is partially suppressed by *IRE1A* or *IRE1B* mutation.**

(A-B) ER stress related phenotype of mutant plants. T-DNA mutant of *BLI* (*bli-1*) was crossed to either *IRE1A* mutant (*ire1a*) or *IRE1B* mutant (*ire1b*) to generate the respective double mutant plants. Wild-type (WT), single mutants and double mutants were vertically grown for 6 days on MS medium, transferred to either MS or MS plus 0.3  $\mu\text{g/ml}$  tunicamycin (TM) plates and grown for additional 6 days, then photographed (A). Primary root length was measured (B). There were five plants in each of the three replicates. Error bars represent SE ( $n=3$ ). Letters above the bars indicate significant differences as determined by LSD test following ANOVA analysis ( $p<0.05$ ). Bar= 10 mm.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S5 Fig — WT and ire1a ire1b bli+/- plants were grown in soils in well-controlled growth chamber and their siliques were examined after self-crossing. Arrow heads point to the aborted embryos.

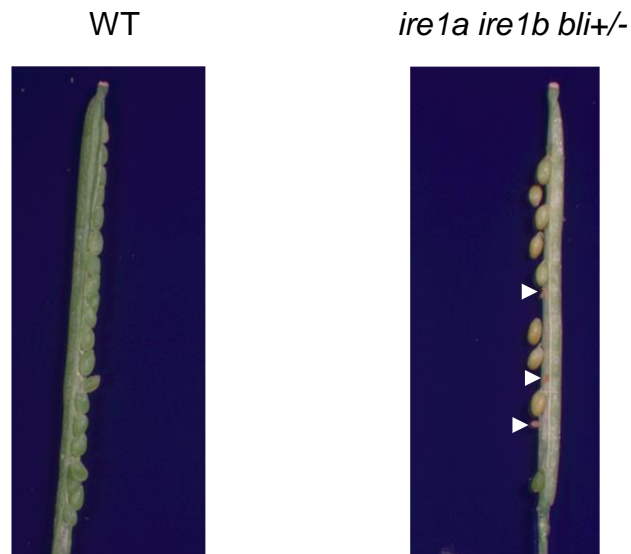

**Fig S5. Analysis of siliques from self-crossing plants.**

WT and *ire1a ire1b bli+/-* plants were grown in soils in well-controlled growth chamber and their siliques were examined after self-crossing. Arrow heads point to the aborted embryos.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S6 Fig — Protein sequences of the Arabidopsis IRE1s (AtIRE1A, At2g17520; AtIRE1B, At5g24360), rice IRE1 (OsIRE1, LOC_Os07g28820), yeast IRE1 (ScIRE1, NP_011946) and human IRE1 (HsIRE1, NP_001424) were subjected to sequence alignment using CLUSTAL 2.1 with the default setting. Only the C-terminal regions beyond the transmembrane domains are shown. The protein kinase domain is shaded in grey while the endonuclease domain is shaded in yellow. Amino acids predicted to be important for the protein kinase activity or endonuclease activity are highlighted in red.

**Fig S6. Multiple sequence alignment of the IRE1' C-termini.**

Protein sequences of the Arabidopsis IRE1s (AtIRE1A, At2g17520; AtIRE1B, At5g24360), rice IRE1 (OsIRE1, LOC\_Os07g28820), yeast IRE1 (ScIRE1, NP\_011946) and human IRE1 (HsIRE1, NP\_001424) were subjected to sequence alignment using CLUSTAL 2.1 with the default setting. Only the C-terminal regions beyond the transmembrane domains are shown. The protein kinase domain is shaded in grey while the endonuclease domain is shaded in yellow. Amino acids predicted to be important for the protein kinase activity or endonuclease activity are highlighted in red.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S7 Fig — The wild-type form and various mutated forms of IRE1A were expressed the bli ire1a double mutant background. Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of total IRE1A was checked by RT-PCR. UBQ5 was used as a loading control.

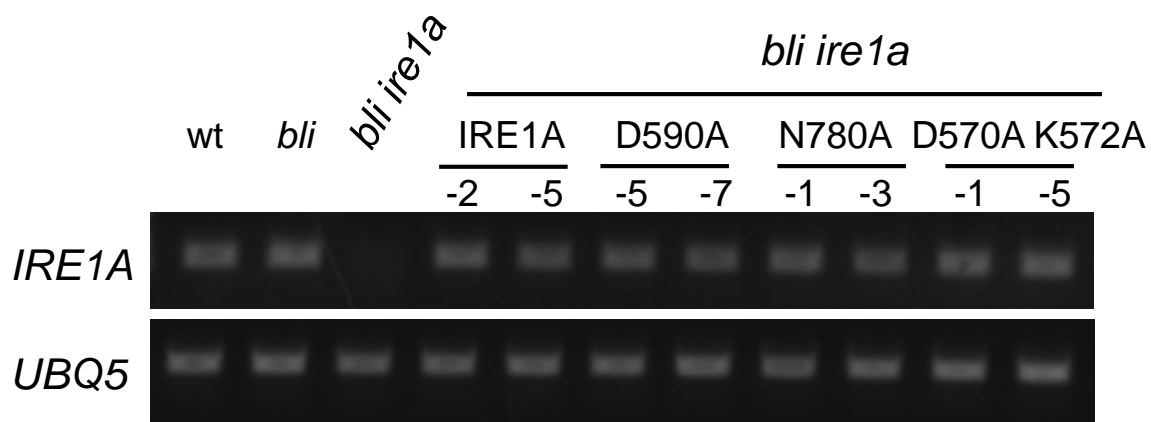

**Fig S7. Validation of transgene expression.**

The wild-type form and various mutated forms of IRE1A were expressed the *bli ire1a* double mutant background. Total RNA was extracted from various plant materials grown under normal growth conditions and the expression of total *IRE1A* was checked by RT-PCR. *UBQ5* was used as a loading control.

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S1 Table

**Table S1. Primers used in this study.**

| Name         | Locus     | Purpose          | Primer sequences(5'-3')        |
|--------------|-----------|------------------|--------------------------------|
| qBiP3F       | At1g09080 | qRT-PCR          | CACGGTTCCAGCGTATTTCAAT         |
| qBiP3R       | At1g09080 | qRT-PCR          | ATAAGCTATGGCAGCACCCGTT         |
| qNSFF        | At4g21730 | qRT-PCR          | CATGGCTGATTCTTCCTATT           |
| qNSFR        | At4g21730 | qRT-PCR          | AACTTCTCCGACGTTAGCGA           |
| qERDJ3AF     | At3g08970 | qRT-PCR          | GGTGGTGGTTTCAACTTTGG           |
| qERDJ3AR     | At3g08970 | qRT-PCR          | GAACTACCGCCCCGAAAACAT          |
| qERDJ3BF     | At3g62600 | qRT-PCR          | TTTGGTGGAGGTTTCGATGGA          |
| qERDJ3BR     | At3g62600 | qRT-PCR          | ACCTCGTTCCTGCAGTTACA           |
| qSARA1F      | At1g09180 | qRT-PCR          | GTTGATGCTGTTGTCTACCT           |
| qSARA1R      | At1g09180 | qRT-PCR          | CTTCTGAGGATGCATAAGGT           |
| qNAC103F     | At5g64060 | qRT-PCR          | AAGTCGTAGAGCTACAGGAT           |
| qNAC103R     | At5g64060 | qRT-PCR          | TAGAAACGTTCTGGCTAAAG           |
| qMRN1F       | At5g42600 | qRT-PCR          | TCTTGCTCGAGTCCCTGATT           |
| qMRN1R       | At5g42600 | qRT-PCR          | TGGTCACCTTGAGGGTTCTC           |
| qLTP4F       | At5g59310 | qRT-PCR          | CTATCAAAGGGTGGGGTGGT           |
| qLTP4R       | At5g59310 | qRT-PCR          | GTGCTCGTGGAGATGGGATA           |
| qbZIP60UF    | At1g42990 | qRT-PCR          | GAAGGAGACGATGATGCTGTGGCT       |
| qbZIP60UR    | At1g42990 | qRT-PCR          | GCAGGGATTCCAACAAGAGCACAG       |
| qbZIP60SF    | At1g42990 | qRT-PCR          | GAAGGAGACGATGATGCTGTGGCT       |
| qbZIP60SR    | At1g42990 | qRT-PCR          | AGCAGGGAACCCAACAGCAGACT        |
| qACTINF      | At3g18780 | qRT-PCR          | GGTAACATTGTGCTCAGTGGTGG        |
| qACTINR      | At3g18780 | qRT-PCR          | AACGACCTTAATCTTCATGCTGC        |
| qIRE1AF      | At2g17520 | qRT-PCR          | GCGCTACAGGCGTTACAAATA          |
| qIRE1AR      | At2g17520 | qRT-PCR          | TCGTCGAATCCTTCTGGAAC           |
| qIRE1BF      | At5g24360 | qRT-PCR          | ACAACCTCCGAATGAACGAC           |
| qIRE1BR      | At5g24360 | qRT-PCR          | GGGTTTAGGAGACCAGTGAGAA         |
| qBLIF        | At3g23980 | qRT-PCR          | GCTTGTAACAGCGCAGAAGA           |
| qBLIR        | At3g23980 | qRT-PCR          | TTCTTTTCGACGGTCTCTCT           |
| IRE1AF       | At2g17520 | RT-PCR           | GCGCTACAGGCGTTACAAATA          |
| IRE1AR       | At2g17520 | RT-PCR           | TCGTCGAATCCTTCTGGAAC           |
| UBQ5F        | At3g62250 | RT-PCR           | TTGAAGACGGCCGTACCCTC           |
| UBQ5R        | At3g62250 | RT-PCR           | CGCTGAACCTTTCAAGATCCATCG       |
| pro-IRE1A-F  | At2g17520 | Promoter cloning | GCGAGCTCGCAATTCAGGTTGTCCAAGT   |
| pro-IRE1A-R  | At2g17520 | Promoter cloning | GCGTCGACAAACCCCCACGAACGAACCA   |
| glIRE1A-F    | At2g17520 | Complementation  | CCGCTCGAGGGAGAACGCGTTAGACACAC  |
| glIRE1A-R    | At2g17520 | Complementation  | ACATGCATGCCGGTTGCAGAATACGTCACT |
| D570NK572N-F | At2g17520 | Mutagenesis      | TTCATCGGaACTTGAACCCACAAAA      |
| D570NK572N-R | At2g17520 | Mutagenesis      | TTTTGTGGGTTCAAGTTCGATGAA       |
| D590A-F      | At2g17520 | Mutagenesis      | AACTGTCCGCTATGGGCATT           |
| D590A-R      | At2g17520 | Mutagenesis      | AATGCCCATAGCGGACAGTT           |
| N780A-F      | At2g17520 | Mutagenesis      | TCATCAGGGCCAAACTGAAT           |
| N780A-R      | At2g17520 | Mutagenesis      | ATTCAGTTTGGCCCTGATGA           |

| Name      | Locus     | Purpose            | Primer sequences(5'-3')            |
|-----------|-----------|--------------------|------------------------------------|
| IRE1A-Ff  | At2g17520 | Protein expression | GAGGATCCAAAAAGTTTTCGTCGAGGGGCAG    |
| IRE1A-Rf  | At2g17520 | Protein expression | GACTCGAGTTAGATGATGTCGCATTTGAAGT    |
| pro-BLI-F | At3g23980 | Promoter cloning   | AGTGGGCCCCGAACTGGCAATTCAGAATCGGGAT |
| pro-BLI-R | At3g23980 | Promoter cloning   | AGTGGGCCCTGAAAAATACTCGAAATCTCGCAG  |
| scrBLI-F2 | At3g23980 | Genotyping         | AATTGCATGCCATGTTCTTTC              |
| scrBLI-R  | At3g23980 | Genotyping         | ATCTGTTTCCTGGTTGGAGC               |
| scrBLI-F  | At3g23980 | Genotyping         | CCTGCTGCCAATGGAGTAAT               |
| scrBLI-R2 | At3g23980 | Genotyping         | TTTGGGCTTGGATCTGTTGA               |
| scrIRE1AF | At2g17520 | Genotyping         | CCTTGTTGATCTCATCATGAGGT            |
| scrIRE1AR | At2g17520 | Genotyping         | ACTCGTAACAAGTCACGGATGCTAT          |
| scrIRE1BF | At5g24360 | Genotyping         | CCTCTCGAACCCTTCAGGTAC              |
| scrIRE1BR | At5g24360 | Genotyping         | GAAGGAAAACGGACATCCTTC              |
| scrZIP28F | At3g10800 | Genotyping         | GTTATAAACCGTGTGGAACCATCGA          |
| scrZIP28R | At3g10800 | Genotyping         | CAACTATCTCTCTCACCATGACTAA          |
| scrZIP60F | At1g42990 | Genotyping         | CACAGCATCATCGTCTCCTTC              |
| scrZIP60R | At1g42990 | Genotyping         | TGGTTCACGTAGTGGGCCATCG             |

# Supplementary material for: BLISTER-regulated vegetative growth is dependent on the protein kinase domain of ER stress modulator IRE1A in Arabidopsis thaliana
**Source:** PLoS Genet. 2019 Dec 23;15(12):e1008563. doi: 10.1371/journal.pgen.1008563
**Supplement:** S2 Table

**Table S2. Parameters for sequencing quality control of each sample.**

| Sample             | Sequences | Clean reads (bp) | Error% | Q20%  | Q30%  | GC%   |
|--------------------|-----------|------------------|--------|-------|-------|-------|
| WT_1               | 43139960  | 6329079936       | 0.0104 | 98.3  | 95.12 | 46.74 |
| WT_2               | 65806580  | 9669480906       | 0.0101 | 98.36 | 95.47 | 46.66 |
| WT_3               | 73273118  | 10766453191      | 0.0101 | 98.36 | 95.47 | 46.77 |
| <i>bli_1</i>       | 69170248  | 10167441174      | 0.0101 | 98.39 | 95.55 | 46.53 |
| <i>bli_2</i>       | 64745858  | 9506727548       | 0.0102 | 98.34 | 95.42 | 46.46 |
| <i>bli_3</i>       | 37913350  | 5559350712       | 0.0104 | 98.3  | 95.13 | 46.63 |
| <i>bli ire1a_1</i> | 74192434  | 10898133626      | 0.0102 | 98.35 | 95.42 | 46.66 |
| <i>bli ire1a_2</i> | 48598050  | 7126936509       | 0.0104 | 98.29 | 95.2  | 46.82 |
| <i>bli ire1a_3</i> | 46089842  | 6762184778       | 0.0102 | 98.35 | 95.33 | 46.56 |
| <i>bli ire1b_1</i> | 43831996  | 6431207944       | 0.0102 | 98.34 | 95.31 | 46.48 |
| <i>bli ire1b_2</i> | 48728270  | 7154566235       | 0.0102 | 98.38 | 95.39 | 46.62 |
| <i>bli ire1b_3</i> | 45463184  | 6658458885       | 0.0104 | 98.27 | 95.14 | 46.62 |

How the deposited data were processed for this re-analysis (not part of the article)

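Gene expression was measured by RNA-Seq in seedlings of WT, *bli*, *bli ire1a* and *bli ire1b*, with 3 libraries per genotype. Libraries were assigned to genotypes from the sample labels and S2 Table, and 0 columns of values were left unused. The tunicamycin-treated samples of the paper and its qRT-PCR measurements were not analysed here.
The authors filtered the reads with SeqPrep and Sickle, aligned them to TAIR10 with TopHat, tested differential expression with Cuffdiff and deposited a table of FPKM values per gene and library. The paper's text does not name the program that wrote the FPKM of single libraries, or say whether strand was used. The values are relative to transcript length and mapped fragments, and their totals differ between libraries. No read counts were used, so count-based tests did not apply and no counting error can be given for a single value.
From these values, log2(FPKM + 0.1) was computed for the 20645 of 33557 genes with a mean FPKM of at least 0.5 over the 12 libraries (25653 genes were above 0 in at least 1 library). Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with all 4 genotypes in a single model and 8 residual degrees of freedom. A gene was counted as up-regulated or down-regulated at the paper's cutoffs, a fold change of at least 2 or at most 0.5 and unadjusted p of at most 0.05, and counts at a Benjamini-Hochberg adjusted p of at most 0.05 were computed beside them. Comparisons were made against WT, of each double mutant against *bli*, and between the double mutants. For single genes the exact two-sided permutation test of 3 libraries against 3 has a smallest p of 0.1, and 10% of genes show no overlap between 3 and 3 libraries by chance.
Gene sets with at least 3 tested genes were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 35 combinations of set and comparison. The lists were the canonical UPR markers and non-canonical markers of Fig. 4B, the other genes the paper gives a locus for, the qRT-PCR reference genes *ACTIN* and *UBQ5*, and sets of ER folding genes, marneral cluster genes, thalianol cluster genes, Polycomb target genes and ABA and cold response genes. The reference genes did not differ from WT in any mutant at adjusted p of at most 0.05 (0 of 2 genes, also when adjusted over the list alone), although *UBQ5* in *bli ire1b* had an unadjusted p = 0.0283 from limma, and adjusted p = 0.0225 from limma without *bli ire1a* replicate 3.
The main settings, the alternatives, the gene lists and the rule for the genes named in the text were chosen before the data were examined, apart from the alternatives for the kept shares of the log2 fold change, which were chosen after seeing the data. The rule names all listed genes and, for *bli* against WT and each double mutant against *bli*, the 3 largest rises and 3 largest falls among genes with adjusted p of at most 0.05, a mean FPKM of at least 1 and no overlap between the groups. *LTP3*, AT1G22510 and the copies of AT4G31351 were chosen after their values were seen.
There were 23 alternatives. These were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, fits of only the 2 groups compared, the replicate number as a block, adjusted in place of unadjusted p, fold changes as ratios of group means, upper-quartile scaling, quantile normalization, no mean-variance trend, and leaving out each of the 12 libraries in turn. Gene sets were tested with fry, with an estimated correlation and with the replicate block instead.
The steps were tested on simulated data. Of 200 genes given known changes among 20286, 194 were called, all in the right direction, and 181 at adjusted p, along with 118 unchanged genes at unadjusted p and 3 at adjusted p. Of the gene sets tested there, the raised set of 15 genes passed p of 0.05, and 0 of 100 unchanged sets did. The simulated genes were drawn independently, so this does not show how the set tests behave when the genes of a set vary together. With no suppression simulated, 25 up-regulated and 62 down-regulated genes were lost, where the procedure for chance loss gave medians of 29.5 and 52.5 (20419 genes). The correlation of a pair of unchanged groups with shared controls was 0.521, where the simulations gave 0.431 to 0.552 (20286 genes). A genotype without suppression kept 96.8% of the change for up-regulated and 94.7% for down-regulated genes, where the procedure gave 96.8% to 98.3% and 95.3% to 97.4% (20645 genes), so it understates the loss for down-regulated genes. A correction for transcript length and GC content lowered the unchanged genes called under an added trend from 1072 to 123 and kept 194 of 200 changed genes (20465 genes).
Gene names, transcript lengths and near-identical transcripts came from the TAIR10.1 annotation, which is a later release than the TAIR10 the authors used, and 32810 gene identifiers (97.8%) matched it. Near-identical stretches, of at least 95% identity over at least 100 bases, were found with BLAST+ 2.17.0. Python 3.11.15 and matplotlib 3.10.9 were used for annotation and plots. The lowest correlation between libraries of a genotype was 0.944 and the highest between genotypes 0.957. Of the 14998 genes with a mean FPKM of at least 5, 130 were listed at 0 in at least 1 library, with a median transcript length of 176 bases against 1731.5 for the others, so an exact 0 can be a failed estimate for a short transcript.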

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

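The tests of normalization, of transcript length and GC content, of near-identical genes and of other splits of the libraries were chosen only after the results below were seen. Groups of 3 libraries are too small to test for outlying libraries. These results concern gene sets and genes that were above WT in *bli*, the sets as a whole, and that the paper does not discuss from its RNA-Seq data. Of Pc-G target genes, the paper states from earlier work that BLI controls their expression.
The set of 19 ER folding genes (such as *BIP1*, *PDI6* and *TIN1*) was higher in *bli* than in WT (adjusted p = 8.62e-16 from camera in limma, median log2 fold change 0.89), with 18 of 19 genes higher and 17 past adjusted p of 0.05, also when adjusted over the list alone. With an estimated in place of a preset correlation, adjusted p was 0.0624. The adjusted p was at most 2.28e-14 after upper-quartile scaling or quantile normalization, 1.34e-14 after correcting for transcript length and GC content, and 5.69e-14 without the 2 genes that have a near-identical copy (*BIP1* and *BIP2*), which argues against these as the cause. A biological hypothesis is that the loss of BLI raises general folding capacity along with the canonical markers, which was found and tested on the same libraries.
Of 14 listed Polycomb target genes, 9 passed the filter on mean FPKM and were tested. Among those left out, *AG*, *SEP2* and *FUS3* had a higher mean in *bli* than in WT, and *LEC2* and *ABI3* a lower one. The filter uses all libraries. A gene nearly silent in WT, such as *AP3* (0.104 FPKM), was therefore tested only if it rose in a mutant. The set tested was also higher in *bli* than in WT (adjusted p = 0.0159 from camera in limma, median log2 fold change 0.59). Of its 9 genes, 7 were higher and 6 were past adjusted p of 0.05 over all genes and over the list alone, 1 of which, *FLC*, fell. With an estimated correlation adjusted p was 0.0995. The adjusted p was at most 0.00839 after either scaling and 0.0231 after the length and GC correction. Of the 7 genes that were higher, 0 have a near-identical stretch in another locus. These values argue against normalization, length or GC content, and shared reads as the cause of the rise. *FLC*, which fell, does share such a stretch, and shared reads stay open for its fall. A difference in developmental stage between the genotypes was not tested and remains open.
In *bli* against WT, 2 of the 10 splits of the 6 libraries gave as many sets past adjusted p of 0.05 as the real split did, which was 4. With 10 splits the share cannot be below 0.1, so chance cannot be told apart from genotype by this count.
Rises of genes listed at 0 in all WT libraries, such as AT1G21528 and AT4G31351 below, depend on the value added to the FPKM. With 0.1 added, the largest rise in *bli* under the rule for named genes was that of AT1G18830, which S1 Dataset names *SEC31B*. It was at 0.161 ± 0.0412 FPKM in WT (SD, n = 3), 114 ± 3.55 in *bli*, 2.13 ± 0.428 in *bli ire1a* and 83.7 ± 4.07 in *bli ire1b*. Its log2 fold change in *bli* against WT was 8.79 (adjusted p = 2.62e-11 from limma), 8.75 or more after either scaling and 8.80 after the length and GC correction. Its closest other transcript has 75.1% identity, too low for shared reads. These values argue against the technical explanations tested. A biological hypothesis is that this gene follows the canonical markers, since it was lower in *bli ire1a* than in *bli* by a log2 fold change of -5.70 (adjusted p = 2.13e-09 from limma), and by -0.45 in *bli ire1b* (adjusted p = 0.114 from limma, 0.0156 to 0.269 over the alternatives, past 0.05 with a pseudocount of 1 and in fits of only 2 groups).
AT1G21528 was listed at 0 in all WT libraries and at 23.4, 16.8 and 32.7 FPKM in *bli* (mean 24.3), at 3.84, 0 and 0 in *bli ire1a*, and at 6.00, 10.7 and 11.5 in *bli ire1b*. There were 0 other loci with a near-identical stretch, which argues against shared reads. A failed estimate in WT was not tested.
AT4G31351 was listed at 0 in all WT and *bli ire1b* libraries, at 18.4, 19.7 and 28.8 FPKM in *bli* (mean 22.3), and at 0, 0 and 23.2 in *bli ire1a*. It has near-identical copies at AT4G31354 and AT4G31408. Summed over the 3 copies, WT replicate 1 had 26.1 FPKM and the lowest *bli* library 19.7, a gap of -6.49 FPKM, so a rise cannot be told apart from reads assigned to another copy.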

How the results depend on the processing

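The counts of genes and the comparisons of single genes that are given with a fold change or a call, of the reference genes only *UBQ5* in *bli ire1b*, were recomputed under 23 alternatives, changing 1 choice at a time. The gene sets were recomputed under 3 (fry, an estimated correlation and the replicate block). The shares of the log2 fold change kept in the double mutants were recomputed under the 23, a choice made after seeing the data. Genes listed at 0 in all libraries of a group compared, apart from AT3G55900, were not recomputed. *MRN1* could not be tested with a mean FPKM of at least 1 because it was filtered out. The simulated loss by chance was not run for fits of only 2 groups or for the replicate block.
The rises of *bZIP60*, *BiP3*, *NSF*, *ERDJ3A*, *SARA1*, *NAC103* and *LTP4* in *bli* against WT, and their lower values in *bli ire1a* than in *bli*, kept their direction and stayed past adjusted p of 0.05 in all 23 alternatives, as did those of *MRN1* in the 22 that could test it. The lower values of the 6 canonical genes in *bli ire1a* than in *bli ire1b* did so in all 23 (adjusted p at most 0.0188). The rise of *IRE1A* in *bli* did so as well (adjusted p from 9.68e-05 to 0.00331). Over the counts of genes, 334 of the values that each left out a library and 268 of the other values stayed within 1.5 times of the main value, and 2 and 36 did not. Of the direct comparisons with *bli* among genes regulated only in *bli*, 96 and 77 did, and 0 and 11 did not. Of the kept shares, 93 and 86 moved by less than the SD between replicates, and 3 and 2 by more.
With a pseudocount of 1, 743 genes were down-regulated in *bli*, 210 up-regulated and 263 down-regulated in *bli ire1a*, and 1022 down-regulated in *bli ire1b*. Against *bli*, 197 genes were higher in *bli ire1a*, and 55 were higher and 183 lower in *bli ire1b*. Between the double mutants, 248 genes were higher and 124 lower in *bli ire1a*. The genes up-regulated in *bli* and *bli ire1a* only were 29, in all 3 mutants 143 and in the double mutants only 8. The genes down-regulated in *bli* only were 163, in *bli* and *bli ire1a* only 8, in all 3 mutants 197, in *bli ire1a* only 13 and in *bli ire1b* only 405. The median number of down-regulated genes lost by chance was 34. *MRN1* in *bli ire1b* against WT had a log2 fold change of 0.48, no longer past adjusted p of 0.05, and *SARA1* in *bli ire1b* against *bli* had -1.09, now past it. Of the genes up-regulated only in *bli*, 47 were lower in *bli ire1b*, and of those down-regulated only in *bli*, 49 were higher in *bli ire1a*, 18 in *bli ire1b*, 16 in both and 112 in neither, and they kept 67.9% of their change in *bli ire1b*. A larger pseudocount shrinks the fold changes of weakly expressed genes by construction.
With a pseudocount of 0.01, 8 genes were down-regulated in *bli* and *bli ire1a* only. With no filter, which tests more genes, 193 were higher in *bli ire1b* than in *bli*, 329 lower in *bli ire1a* than in *bli ire1b*, 84 up-regulated in *bli ire1a* only, 176 up-regulated in *bli ire1b* only, 31 down-regulated in *bli* and *bli ire1a* only and 102 down-regulated in the double mutants only, and the median number of up-regulated genes lost by chance was 46. Of the genes up-regulated only in *bli*, 166 were lower in *bli ire1a* and 77 in both double mutants. With a mean FPKM of at least 1, which tests fewer genes, 9 genes were down-regulated in *bli* and *bli ire1a* only.
At an adjusted p, a stricter cutoff by construction, 43 genes were higher and 189 lower in *bli ire1b* than in *bli*. The genes up-regulated in *bli* and *bli ire1a* only were 28, in *bli ire1a* only 21 and in the double mutants only 17, and the genes down-regulated in *bli* and *bli ire1a* only were 3 and in *bli ire1a* only 30. Of the genes up-regulated only in *bli*, 47 were lower in *bli ire1b* and 22 in both, and of those down-regulated only in *bli*, 21 were higher in *bli ire1b* and 20 in both.
With quantile normalization, 180 genes were up-regulated and 426 down-regulated in *bli ire1b* only. The share of up-regulated among all regulated genes in *bli ire1b* moved from 30.3% to 42.2% (878 up and 1204 down), in *bli ire1b* against *bli* from 22.9% to 34.7% (152 and 286), and in *bli ire1a* against *bli ire1b* from 70.9% to 58.7% (384 and 270). It moved past an even split in *bli*, from 43.5% to 51.1% (1032 and 989), and in *bli ire1a*, from 45.1% to 50.3%. In *bli ire1a* against *bli* it was 49.8%, 42.6% with quantile normalization and 54.8% with upper-quartile scaling. The genes down-regulated only in *bli* kept 53.7% of their change in *bli ire1b*. The cause was not tested.
Fits of only the 2 groups compared have fewer samples, and take their spread from those 2 groups alone. There, the log2 fold changes of 0.69 for *bZIP60* and 1.23 for *NSF* in *bli ire1a* against WT were no longer past adjusted p of 0.05, and those of -0.44 for *BiP3* and -1.14 for *SARA1* in *bli ire1b* against *bli* were.
*MRN1* in *bli ire1b* against *bli* was not past adjusted p of 0.05 with a pseudocount of 0.01 (log2 fold change -2.15), with quantile normalization (-1.93) or in 8 of the 12 fits that each left out a library, including each *bli* and each *bli ire1b* replicate (from -2.23 to -1.77 over the 12 fits). Its adjusted p ranged from 0.00744 to 0.142 over the alternatives. Over the fits that each left out a library, *MRN1* in *bli ire1b* against WT ranged from 1.26 to 1.72 (0.48 to 2.08 over the other alternatives) and was not past adjusted p of 0.05 without WT replicate 1 or *bli ire1b* replicate 1 or 2, and *bZIP60* in *bli ire1a* against WT ranged from 0.43 to 0.83 and was not past adjusted p of 0.05 without *bli ire1a* replicate 1 or 2. *SARA1* in *bli ire1a* against WT ranged from -1.02 to -0.23 and passed it without WT replicate 2, and *SARA1* in *bli ire1b* against *bli* ranged from -1.24 to -1.01 and passed it without WT replicate 1 or 2. The genes up-regulated in the double mutants only ranged from 16 (without WT replicate 1) to 29. In *bli ire1b*, all down-regulated genes of *bli* kept from 90.6% (without *bli* replicate 1) to 99.7% of their change, and those down-regulated only in *bli* from 54.7% (without *bli* replicate 3) to 61.0%. Fewer samples are fitted there by construction.
No difference in *BLI* between *bli* and the double mutants was detected, and its sign varied. Its log2 fold change against *bli* ranged from -0.25 to 0.041 in *bli ire1a* and from -0.086 to 0.052 in *bli ire1b* over the fits that each left out a library, and was 0.030 with upper-quartile scaling and 0.028 with quantile normalization in *bli ire1b*. The same holds for *LTI30* in *bli ire1a* against *bli*, from -0.13 to 0.091 over the fits that each left out a library, 0.0035 with upper-quartile scaling and 0.021 with quantile normalization. Among the other named genes, 25 values when leaving out a library and 10 otherwise were no longer past adjusted p of 0.05, mostly for AT3G29970 and AT3G47675 in *bli ire1b* against *bli*.
The deviations of same-numbered libraries from their group means correlated at -0.108 to 0.0881 over 18 pairs. Those of different-numbered libraries correlated at -0.131 to 0.133. Among the mutants, every same-numbered pair was positive, from 0.0261 to 0.0881, and most different-numbered pairs were negative. A weak pairing of the mutant libraries by replicate number therefore stays open. With the replicate number as a block, *MRN1* in *bli ire1b* against *bli* kept its log2 fold change of -1.99 with adjusted p = 0.0559 from limma, the Polycomb target set in *bli ire1b* against WT had adjusted p = 0.0494, and no other marker or set changed its call. The counts of genes stayed within 1.5 times, such as 557 against 531 genes higher in *bli ire1a* than in *bli ire1b*.
With fry, the adjusted p in *bli* against WT was 4.34e-05 for the other genes with a locus in the paper and 0.00139 for the marneral cluster, in *bli ire1a* against WT 0.00216 for the other genes, and in *bli ire1b* against WT 4.54e-06 for the Polycomb targets. In *bli ire1a* against *bli* it was 0.000780 for the Polycomb targets, and in *bli ire1b* against *bli* 0.0345 for the canonical markers and 0.000371 for the other genes, all now past 0.05. The ER folding set in *bli ire1b* against *bli* changed direction, with adjusted p = 0.977. With an estimated correlation, the canonical markers stayed past adjusted p of 0.05 in the 3 mutants and in *bli ire1a* against *bli*, and 15 other results no longer did. These were the ER folding set in *bli*, *bli ire1a* and *bli ire1b* against WT (0.0624, 0.0502 and 0.0694), the ABA and cold set (0.139, 0.179 and 0.139), and the Polycomb targets in *bli* and *bli ire1a* (0.0995 and 0.107). In *bli ire1a* against *bli* they were the other genes (0.139), ER folding (0.134), marneral (0.160), thalianol (0.187) and ABA and cold sets (0.249), and in *bli ire1b* against *bli* the marneral (0.139) and thalianol sets (0.239). The cause was not tested.
Depth limits the weakly expressed genes most, and *MRN1* in WT is among them.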

Differences from the paper's values

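Fig. 4A shows about 13 genes up-regulated in both double mutants but not in *bli*, read by eye, and 26 were found here. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper's value without reaching it. These were a mean FPKM of at least 1 (18 genes), a Benjamini-Hochberg adjusted p (17), leaving out WT replicate 1 (16) and leaving out *bli ire1b* replicate 1 (17). A pseudocount of 1 gave 8 genes, below the paper's value by more than 1.5 times, and the others gave 20 to 31. Fig. 4A shows about 32 genes down-regulated only in *bli ire1a*, read by eye, and 61 were found here. A Benjamini-Hochberg adjusted p (30 genes) and a mean FPKM of at least 1 (44) came within 1.5 times of the paper's value. A pseudocount of 1 gave 13 genes, below it by more than 1.5 times, and the other alternatives gave 49 to 90.
For *MRN1*, the paper's log2 fold changes in S1 Dataset are 4.72 in *bli*, 1.91 in *bli ire1a* and 2.52 in *bli ire1b*, where 3.49, 0.75 and 1.51 were found here. These gaps are larger than the SD between replicates, which was 0.34, 0.88 and 0.46 for *MRN1* in the same order. None of the 22 alternatives that could test *MRN1* reached the paper's value. With the fold change as the ratio of group mean FPKM, which came nearest in each mutant, *MRN1* had 4.20 in *bli*, still further from the paper's value than the SD, and 1.30 in *bli ire1a* and 2.08 in *bli ire1b*, where the remaining gap was smaller than the SD. Without *bli ire1a* replicate 1 it was 1.20 in *bli ire1a*, also within the SD of the paper's value, which is wide there. The other alternatives left a gap larger than the SD.
From qRT-PCR relative to *ACTIN*, the paper states that *IRE1A* expression is not affected in *bli*. The values here are from RNA-Seq, which is another measure. Here *IRE1A* was higher in *bli* than in WT by a log2 fold change of 0.59 (standard error 0.09, adjusted p = 0.000565 from limma), below the paper's fold change cutoff. It was past adjusted p of 0.05 in all 23 alternatives. *IRE1B* was not past it (log2 fold change 0.17, adjusted p = 0.184 from limma).
From qRT-PCR tested against WT and from S1 Dataset, the paper states that the rise of *LTP4* is suppressed in *bli ire1b*. The comparison made here is of RNA-Seq values with *bli*. Here *LTP4* was lower in *bli ire1b* than in *bli* by a log2 fold change of -1.24. This was past the paper's cutoffs at unadjusted p = 0.0247 but not at adjusted p = 0.169 from limma. It was not past adjusted p of 0.05 in any of the 23 alternatives (0.0621 to 0.455). Over the fits that each left out a library, the log2 fold change ranged from -1.70 to -0.72. The fold change cutoff was therefore not passed in all of these fits. The paper's S1 Dataset lists *LTP4* as up-regulated in all 3 mutants, as it does *BiP3*, *NSF*, *ERDJ3A* and *NAC103*. It lists *MRN1* as up-regulated in *bli* and *bli ire1b*. A gene can pass these cutoffs against WT although its rise is reduced.
Also from qRT-PCR tested against WT and from S1 Dataset, the paper states that canonical genes are suppressed in *bli ire1a* but not in *bli ire1b*. The comparison made here is again of RNA-Seq values with *bli*. Here *SARA1* was lower in *bli ire1b* than in *bli* past the paper's cutoffs, by a log2 fold change of -1.14 (unadjusted p = 0.00580, adjusted p = 0.0833 from limma), and past adjusted p of 0.05 with a pseudocount of 1, in fits of only 2 groups, and without WT replicate 1 or 2 (0.0248 to 0.222 over the alternatives). *BiP3* was past it only in fits of only 2 groups.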

Other observations

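The tests of 5 gene sets were chosen before the results were seen. The tests of other splits, depth, normalization, transcript length and GC content, near-identical genes, mixed seedlings and genes listed at 0 were chosen only afterwards.
It was predicted that general ER folding genes follow the canonical markers. The set was lower in *bli ire1a* than in *bli* (adjusted p = 2.37e-09 from camera in limma, 16 of 19 genes lower, median log2 fold change -0.35), which is consistent with this. In *bli ire1a* against WT it stayed raised (median log2 fold change 0.54 against 0.89 in *bli*). With an estimated correlation adjusted p was 0.134.
It was predicted that the whole marneral cluster rises with *MRN1* in *bli*. Of its 3 genes, 2 were past adjusted p of 0.05 upward (*MRN1* and *CYP705A12*), and *CYP71A16* had a log2 fold change of 0.64 with adjusted p = 0.278 from limma. For the set adjusted p was 0.0553. Against *bli* it was lower in *bli ire1a* (0.0110) and in *bli ire1b* (0.00358). Whether the whole cluster follows cannot be told apart from a rise of single genes because *CYP71A16* varied too much. For the thalianol cluster the prediction of an adjusted p of at most 0.05 in *bli* was not reached, at 0.233, with 1 of 5 genes past it, and a small rise stays open. Against *bli* the thalianol set was lower in *bli ire1a* (0.0159) and in *bli ire1b* (0.0358), with 0 of 5 genes higher in either, and with an estimated correlation adjusted p was 0.187 and 0.239.
It was predicted that Polycomb target genes rise in *bli* independently of IRE1. The set was raised in *bli* and in *bli ire1a* (adjusted p = 0.0198), and in *bli ire1a* against *bli* adjusted p was 0.0706, all from camera in limma (0.000780 with fry), so independence from IRE1A was not decided. In *bli ire1b* the set had adjusted p = 0.0554 against WT and 0.453 against *bli* from camera in limma. Independence from IRE1B was therefore not decided either. Members of the set went both ways. *FT* rose in *bli* from 0.561 to 9.67 FPKM and *SEP3* from 4.39 to 32.6, while *FLC* fell from 4.10 to 0.220. All 3 moved back toward WT in *bli ire1a*, at 4.63, 11.2 and 2.95 FPKM. A direct comparison with *bli* had adjusted p = 0.0192, 0.00274 and 0.00317 from limma. For *FT* it was 0.0617 without *bli ire1a* replicate 2 and 0.0609 without *bli* replicate 1.
It was predicted that the ABA and cold response set follows the non-canonical markers and rises in *bli*. It fell instead, with a median log2 fold change of -2.12 and 0 of 10 genes higher (adjusted p = 8.83e-06 from camera in limma, 0.139 with an estimated correlation, 9 genes past adjusted p over all genes and over the list alone). Normalization (adjusted p of at most 1.82e-05 after either scaling), transcript length and GC content (6.78e-06) and near-identical genes (1.96e-05 without *COR15B*) are argued against as the cause. In *bli ire1a* the set was higher than in *bli* (adjusted p = 0.00393 from camera in limma, 0.249 with an estimated correlation, median log2 fold change 0.94), with 9 of 10 genes higher and 3 past adjusted p of 0.05. It was still below WT there, with a median log2 fold change of -1.18 and 1 of 10 genes higher (adjusted p = 0.000162 from camera in limma, 0.179 with an estimated correlation). Its genes differed, since *RAB18* was back at 18.2 FPKM against 18.7 in WT and 3.22 in *bli*, whereas *LTI30* was at 74.4 FPKM in *bli ire1a*, 76.2 in *bli* and 169 in WT. A biological hypothesis is that part of the fall, in some of these genes, depends on IRE1A. Growth conditions that differed between the genotypes were not tested. The WT libraries themselves varied in this set. In WT replicate 2, *COR15A* was at 39.1 FPKM and *RAB18* at 10.3, against 191 and 232 and 23.5 and 22.4 in replicates 1 and 3. *KIN1* went the other way and was highest in WT replicate 2. The set was not recomputed with single libraries left out.
*LTP3*, next to *LTP4* in the TAIR10.1 annotation and chosen after its values were seen, was at 15.8, 97.7, 16.3 and 48.3 FPKM in WT, *bli*, *bli ire1a* and *bli ire1b*. The closest other transcript of *LTP4* is that of *LTP3*, with 77.4% identity.
In *bli ire1b* more genes fell than rose against WT. Among regulated genes with a mean FPKM of at least 5, where depth matters least, 64.8% fell (at least 62.2% when a library was left out). After quantile normalization 57.8% fell (at least 57.2%), and after the length and GC correction 65.8% (at least 63.8%). These values argue against fewer sequences, normalization or length and GC content as the whole cause, although quantile normalization lowered the share. Of the 652 genes down-regulated only in *bli ire1b*, 16.7% (109) were lower than in *bli* past the cutoffs, and 619 also had a negative log2 fold change in *bli*. For the rest, a change beyond that of *bli* cannot be told apart from genes near the cutoff in *bli*. Over all 652 genes, the median log2 fold change was -0.70 in *bli* against -1.21 in *bli ire1b*.
*IRE1A* was higher in *bli* than in WT by a log2 fold change of at least 0.55 after either scaling and of 0.59 after the length and GC correction, which argues against both as the cause. Its closest other transcript, that of *IRE1B*, has 66.3% identity. It was also higher in *bli ire1b* (0.51, adjusted p = 0.00119 from limma). A biological hypothesis is that the *IRE1A* transcript rises along with the canonical markers.
The changes of *bli* were smaller in *bli ire1a*, where a median of 51.1% of the FPKM change was kept. If WT-like seedlings mixed into the *bli ire1a* samples were the cause, *BLI* would be higher there than in *bli* by a log2 fold change of 0.36. It was -0.066 (standard error 0.14), which argues against this.
*ATL15* (AT1G22500) was listed at 0 in all *bli* libraries and at 19.9, 25.7 and 21.4 FPKM in WT, 32.5, 35.0 and 30.5 in *bli ire1a* and 18.3, 24.0 and 22.3 in *bli ire1b*. A failed estimate could give this, since 548 bases are near-identical with AT1G05753. The overlapping gene AT1G22510 fell in the same libraries by a log2 fold change of -3.02, which may be a separate fall or a misassignment of fragments. Only 1 gene, *ATL15*, was at 0 in every *bli* library and at 5 FPKM or more in the other 9, but *bli ire1a* also has 1 such gene, so a change that depends on both IRE1 genes cannot be told apart from a failed estimate.
Other genes chosen by the rule for the largest changes were also listed at 0 in some libraries, which leaves the size of their change open. *MT1B* was listed at 0 in all *bli ire1a* libraries and at 53.7, 283 and 235 FPKM in *bli*. AT5G03710 was listed at 0 in all *bli ire1b* libraries and at 4.10, 13.3 and 20.6 FPKM in *bli*, and AT3G55900 at 0 in all *bli* libraries and at 2.89, 1.44 and 2.73 FPKM in *bli ire1a*. AT1G69140 was at 23.3, 5.88 and 26.1 FPKM in WT and at 2.13, 0 and 0 in *bli*. AT1G59920 was at 0.472, 0 and 0 FPKM in *bli* and at 4.55, 4.11 and 2.65 in *bli ire1a*, and it is near-identical to AT1G59930. AT3G55900 shares a near-identical stretch of 276 bases with AT3G55890, AT3G47675 one of 363 bases with AT2G39690 and *MT1B* one of 104 bases with AT1G07600, so shared reads stay open for these genes too. AT3G55900 in *bli ire1a* against *bli* had adjusted p = 0.0312 from limma and was not past 0.05 in 6 of 22 alternatives, those that left out a *bli* or *bli ire1a* replicate (0.0608 to 0.0887). *LSU1* was at 13.8, 4.38 and 3.92 FPKM in *bli* and at 0.742, 0 and 0 in *bli ire1b*. AT3G29970 was at 0, 0.376 and 0.632 FPKM in *bli* and at 3.80, 2.01 and 8.04 in *bli ire1b*, and AT3G47675 at 1.54, 0 and 0.908 in *bli* and at 8.67, 5.09 and 4.66 in *bli ire1b*. In *bli ire1b* against *bli*, these 3 genes had adjusted p = 0.0128, 0.0483 and 0.0383 from limma and were not past 0.05 in 3, 14 and 10 of 23 alternatives. AT2G15020, above 0 in all libraries, fell by a log2 fold change of -5.52 in *bli* against WT (adjusted p = 0.000103 from limma).
For the number of genes past the cutoffs, 1 of the 10 splits of the 6 libraries gave as many as the real split in each of the 6 comparisons, the real split itself, and a share below 0.1 cannot be reached. The real split gave 2087 genes for *bli* and 821 and 2262 for *bli ire1a* and *bli ire1b* against WT, 837 and 484 for *bli ire1a* and *bli ire1b* against *bli*, and 749 between the double mutants. The most in another split were 248 genes for *bli* and 183 and 194 for *bli ire1a* and *bli ire1b* against WT, 209 and 159 for *bli ire1a* and *bli ire1b* against *bli*, and 196 between the double mutants. For the number of gene sets past adjusted p of 0.05, 1 split gave as many in *bli ire1a* and 4 in *bli ire1b* against WT, and 1 and 2 in *bli ire1a* and *bli ire1b* against *bli*. A share below 0.1 is not possible with 10 splits, so chance cannot be told apart by these counts of sets.
Of the other genes with a locus in the paper, *bZIP28* and *ERDJ3B* were higher in *bli* than in WT by log2 fold changes of 0.35 and 0.57 (adjusted p = 0.00681 and 4.44e-05 from limma), below the fold change cutoff.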
